# A *Caenorhabditis elegans* ortholog of human selenium-binding protein 1 is a pro-aging factor protecting against selenite toxicity

**DOI:** 10.1016/j.redox.2019.101323

**Published:** 2019-09-11

**Authors:** Karl Köhnlein, Nadine Urban, David Guerrero-Gómez, Holger Steinbrenner, Pavel Urbánek, Josephine Priebs, Philipp Koch, Christoph Kaether, Antonio Miranda-Vizuete, Lars-Oliver Klotz

**Keywords:** Selenium-binding protein, Stress signaling, *Caenorhabditis elegans*, Lifespan

## Abstract

Human selenium-binding protein 1 (SELENBP1) was originally identified as a protein binding selenium, most likely as selenite. SELENBP1 is associated with cellular redox and thiol homeostasis in several respects, including its established role as a methanethiol oxidase that is involved in degradation of methanethiol, a methionine catabolite, generating hydrogen sulfide (H_2_S) and hydrogen peroxide (H_2_O_2_). As both H_2_S and reactive oxygen species (such as H_2_O_2_) are major regulators of *Caenorhabditis elegans* lifespan and stress resistance, we hypothesized that a SELENBP1 ortholog in *C. elegans* would likely be involved in regulating these aspects.

Here we characterize Y37A1B.5, a putative selenium-binding protein 1 ortholog in *C. elegans* with 52% primary structure identity to human SELENBP1. While conferring resistance to toxic concentrations of selenite, Y37A1B.5 also attenuates resistance to oxidative stress and lowers *C. elegans* lifespan: knockdown of Y37A1B.5 using RNA interference resulted in an approx. 10% increase of *C. elegans* lifespan and an enhanced resistance against the redox cycler paraquat, as well as enhanced motility. Analyses of transgenic reporter strains suggest hypodermal expression and cytoplasmic localization of Y37A1B.5, whose expression decreases with worm age. We identify the transcriptional coregulator MDT-15 and transcription factor EGL-27 as regulators of Y37A1B.5 levels and show that the lifespan extending effect elicited by downregulation of Y37A1B.5 is independent of known MDT-15 interacting factors, such as DAF-16 and NHR-49. In summary, Y37A1B.5 is an ortholog of SELENBP1 that shortens *C. elegans* lifespan and lowers resistance against oxidative stress, while allowing for a better survival under toxic selenite concentrations.

## Highlights

• Y37A1B.5 is a *C. elegans* ortholog of human selenium binding protein 1 (SELENBP-1).
• Y37A1B.5 is a cytoplasmic protein predominantly expressed in hypodermal cells.
• *Y37A1B.5* knockdown by RNAi causes *C. elegans* (mean and maximum) lifespan extension.
• Y37A1B.5 enhances selenite resistance but sensitizes towards oxidative stress.
• Expression of *Y37A1B.5* is modulated by MDT-15 and EGL-27.

## 1 Introduction

Selenium (Se) is an essential trace element for humans and animals that is biologically active mostly in the form of selenocysteine built into selenoproteins. The human selenoproteome consists of 25 selenoproteins and includes five glutathione peroxidase (GPx), one methionine sulfoxide reductase (Msr) and three thioredoxin reductase (TrxR) isoform(s), which are involved in the removal of reactive oxygen species (ROS) such as hydroperoxides, the repair of oxidized methionine residues in proteins and the maintenance of cellular and systemic redox homeostasis [[1], [2], [3]]. Adequate Se intake has been associated with protection against oxidative stress-related adverse conditions and diseases such as cancer or inflammatory disorders in humans. On the other hand, Se oversupply causes toxicity, for example through redox cycling and Se compounds thus acting as “pro-oxidants” [[1], [2], [3]].

The nematode *Caenorhabditis elegans* is an interesting case with respect to selenoprotein and Se biochemistry: whereas the human genome encodes a total of 25 selenoproteins [4], *C. elegans* has only one selenoprotein, thioredoxin reductase-1 (TRXR1) [5,6]. Although *C. elegans* expresses a functional machinery allowing for incorporation of selenocysteine into this single protein, deletion of the *trxr-1* gene does not only not shorten *C. elegans* lifespan [7], but also does not affect sensitivity of *C. elegans* towards toxic effects of inorganic Se compounds on survival, growth and development [8,9]. While *trxr-1*-deficient nematodes contain considerably less Se compared to wild-type *C. elegans* when grown under basal conditions without Se supplementation, both strains incorporate Se with similar efficiency upon exposure to selenite [9]. Two further types of Se-containing proteins were described in mammalian cells: those that have non-specifically incorporated selenomethionine instead of methionine and the small group of selenium-binding proteins [10]. The most prominent of the latter is selenium-binding protein 1 (SELENBP1), originally identified as a protein binding Se, most likely as selenite [11]. Neither the mode of selenite binding nor the physiological significance of SELENBP1 have been fully elucidated. Nevertheless, some associations with (patho-)physiological processes were described, including a link to cell differentiation [12,13] and a correlation between low SELENBP1 expression levels in tumor tissue and poor clinical outcome (for review, see Ref. [14]).

Interestingly, SELENBP1 is associated with cellular redox and thiol homeostasis in several respects: (i) specific cysteine residues in SELENBP1 were proposed to mediate selenite binding or the interaction with metal ions [15,16]; (ii) SELENBP1 expression was found to be inversely related to activity and/or expression of the major antioxidant selenoenzyme GPx1 [14,17]; (iii) SELENBP1 was also shown to be involved in controlling the export of glutathione (GSH) from breast cancer cells and thereby affecting cellular resistance against oxidative stress [17]; (iv) lastly, a unique enzymatic activity of SELENBP1 was recently identified [18]. It is a methanethiol oxidase generating hydrogen sulfide (H_2_S) and hydrogen peroxide (H_2_O_2_) from a bacterial methionine degradation product, methyl mercaptan (methanethiol). Both H_2_S and ROS (such as H_2_O_2_) [19] as well as, more generally, redox processes and thiol metabolism [20] are major regulators of *C. elegans* lifespan and stress resistance. Therefore, we hypothesized that a SELENBP1 ortholog in *C. elegans* would likely be involved in regulating these aspects.

We here describe Y37A1B.5, a putative *C. elegans* ortholog of human SELENBP1, and define its role in regulating stress resistance and lifespan.

## 2 Materials and methods

### 2.1 Materials

Chemicals were purchased from Sigma-Aldrich (Munich, Germany) or Carl Roth (Karlsruhe, Germany), unless stated otherwise. Primers were obtained from Life Technologies (Darmstadt, Germany).

### 2.2 *C. elegans* maintenance and treatments

*C. elegans* strains were provided by the *Caenorhabditis* Genetics Center (CGC, University of Minnesota, USA), which is supported by the National Institutes of Health-Office of Research Infrastructure Programs. The following strains were used: wild-type Bristol N2; EU31, *skn-1(zu135) IV*; CF1038, *daf-16(mu86) I*; RB1716, *nhr-49(ok2165) I*. *E. coli* OP50 was also received from CGC. For knockdown experiments, RNAi clones were derived from the Ahringer library (Source BioScience, Nottingham, UK) [21] and grown using the appropriate antibiotics. Nematodes were grown, maintained and treated at 20°C on nematode growth medium (NGM) agar plates spotted with *E. coli* OP50 as food source, as described elsewhere [22]. For stress resistance assays, heat-inactivated bacteria (45 min at 65°C) were used.

Synchronized worm populations were used in all experiments. To this end, worms were washed off the plates, then the eggs collected and washed by centrifugation in sterile ultrapure H_2_O. Eggs were transferred to fresh NGM agar plates and allowed to hatch and grow for 64 h to young adulthood before being transferred to fresh plates for further experiments. For long-term incubations, nematodes were washed off the plates with S-basal buffer daily and were transferred to freshly prepared NGM agar plates to separate nematodes from progeny. Experiments were carried out with young adult worms, 64 h after synchronization, except for two experiments with exposure to RNAi from egg (see Table 2).

For RNAi experiments, 1 mM isopropyl-β-D-thiogalactoside (IPTG), 100 μg/ml ampicillin and, if necessary, 12.5 μg/ml tetracycline were added to NGM agar. On the evening before the experiment, agar plates were spotted with *E. coli* HT115 containing the L4440 empty vector (RNAi control) or the respective DNA fragment cloned into the L4440 vector and allowed to dry overnight.

For selenite toxicity assays, worms were treated with Y37A1B.5 RNAi starting at the egg stage for 72 h. Worms were then exposed to sodium selenite (0, 10, 20 or 30 mM) for 17 h in 150 μl of heat-inactivated bacteria suspension and shaken at 900 rpm on an orbital shaker. The assay was performed in triplicates in a 96-well format. After 17 h, viability was scored after transfer onto NGM plates.

### 2.3 Lifespan assays

Lifespan analyses of nematodes under RNAi conditions were performed using *E. coli* HT115 containing either L4440 empty vector (control) or the respective DNA fragment in L4440 starting at young adult stage. For the first 10 days, nematodes were transferred to fresh plates daily; thereafter, they were transferred every other day. Worms showing no movement, no reaction to gentle stimulation and no pharyngeal pumping were scored as dead. Worms lost or disintegrated, e.g. due to internal hatchings, were censored. Experiments were performed in multiple technical replicates (usually quintuplicates).

### 2.4 Stress resistance assays

Following RNAi or control treatment for five days, worms were exposed to the redox cycler paraquat. For paraquat exposure, worms were transferred to plates spotted with heat-inactivated bacteria and containing 300 mM paraquat; survival was scored hourly.

### 2.5 Assessment of locomotion, body area and body length

Nematodes were exposed to RNAi or control treatment for five, seven (body area, length) or ten (locomotion) days.

On day five or seven, 10 nematodes were transferred to S-basal with 0.1% Triton X-100. Worms were pipetted onto an objective slide and photographs of single worms were taken on an inverted Nikon Eclipse Ti-E fluorescence microscope. Each photograph was analyzed using the Nikon software NIS elements. Ten worms were analyzed for each treatment group, and the experiment was performed at least three times.

On day ten, single nematodes were transferred to S-basal medium containing 0.1% Triton X-100. Single worms were then pipetted, in a drop of 1 μl S-basal, onto an objective slide, and 10-s-movies were recorded under an inverted Nikon Eclipse Ti-E fluorescence microscope. For each treatment group, 10 worms were recorded, and the experiment was performed at least three times. Pathlength analysis was performed using Nikon tracking software (NIS elements).

### 2.6 Fecundity

64 h after synchronization, ten single nematodes of each treatment group were each transferred to one NGM RNAi agar plate to lay eggs. 24 h later the ten worms were transferred to ten new agar plates spotted with the respective bacteria and again allowed to lay eggs. The procedure was repeated until nematodes ceased to lay eggs. Each time, after transfer of worms, the remaining plates and eggs were placed back to the incubator. Worms (progeny) were allowed to hatch and grow until reaching the L3 larvae stage (48 h) and then counted. The experiment was performed three independent times.

### 2.7 Quantitative reverse transcription-PCR (qRT-PCR)

Worms were collected and shock-frozen in liquid nitrogen. Worms were lysed in TRIzol reagent (Thermo Scientific) and total RNA was isolated using acid guanidinium thiocyanate-phenol-chloroform extraction. RNA (1 μg) was reversely transcribed using GoScript Reverse Transcriptase (Promega) or RevertAid Reverse Transcriptase (Thermo Scientific), according to the manufacturers’ instructions, and subjected to qPCR analysis using SsoAdvanced Universal SYBR Green Supermix and a CFX Connect cycler (Bio-Rad Laboratories AG, Munich, Germany). Experiments were conducted in triplicates. *cdc-42*, *tba-1* or *pmp-3* were used as housekeeping genes for relative quantitation of mRNAs of interest [23]. Sequences of primers used for PCR are compiled in Table 1.

**Table 1:** Primer pairs used for qPCR analyses.

Gene name	Accession No. or Reference	Forward primer	Reverse primer
*Y37A1B.5*	NM_001268848.1	TTTTAGAATTCATCCTGTTGAGGAG	AAGAGCCCATCCACTTACTTTTT
*mdt-15*	NM_171134.6	ACGACAGCAGGAAACACTCC	TGATGGAGCAGGCAATCCTC
*egl-27*	NM_171011.3	CCATCAGGAAGAGCGTGTCA	CACGCTGGAACTTGAGATGG
*cdc-42*	[23]	AGCCATTCTGGCCGCTCTCG	GCAACCGCTTCTCGTTTGGC
*tba-1*	[23]	TCAACACTGCCATCGCCGCC	TCCAAGCGAGACCAGGCTTCAG
*pmp-3*	[23]	TGGCCGGATGATGGTGTCGC	ACGAACAATGCCAAAGGCCAGC

### 2.8 RNA sequencing (RNA-Seq)

Sequencing of RNA samples was done following their reverse transcription using Illumina's next-generation sequencing methodology [24]. Specifically, quality check and quantification of total RNA was done using the Agilent Bioanalyzer 2100 in combination with the RNA 6000 nano kit (Agilent Technologies). Approximately 1 μg of total RNA was used for library preparation using the TruSeq stranded mRNA library preparation kit (Illumina) following the manufacturer's description. Quantification and quality check of libraries was done using the Agilent Bioanalyzer 2100 in combination with the DNA 7500 kit. Libraries were sequenced on a HiSeq2500 running in 51cycle/single-end/high-output mode using sequencing chemistry v3. All libraries were pooled and sequenced in three lanes. Sequence information was extracted in FastQ format using Illumina's bcl2fastq v.1.8.4. Sequencing resulted in around 40 ± 4 million reads per sample.

### 2.9 RNA expression analysis

For expression analysis, the raw RNA-Seq reads were quality-trimmed and filtered for low complexity with the tool preprocess from the SGA assembler (version 0.10.13, parameters -q 30 -m 50 --dust) [25]. The passed reads were mapped to the *C. elegans* genome (WBcel235, release 90, http://aug2017.archive.ensembl.org/Caenorhabditis_elegans/Info/Annotation) with Ensembl gene annotation using TopHat2 (version 2.1.0; conservative settings, i. e --b2-sensitive --no-coverage-search --no-novel-juncs --no-novel-indels --transcriptome-max-hits = 1) [26]. Next, all reads mapping uniquely to an Ensembl gene were counted using FeatureCounts (version 1.5.0; multi-mapping or multi-overlapping reads were not counted, stranded mode was set to “–s 2”, Ensembl release 90 gene annotation) [27].

The table of raw counts per gene per sample was analyzed with R (version 3.4.1) using the package DESeq2 (version 1.16.1) [28] to test for differential expression. *Y37A1B.5* RNAi samples were contrasted with the control samples (L4440 empty vector). For each gene of the comparison, the p-value was calculated using the Wald significance test. Resulting p-values were adjusted for multiple testing with Benjamini & Hochberg correction. Genes with an adjusted p-value <0.05 are considered differentially expressed (DEGs). The log2-fold changes (LFC) were shrunken with lfcShrink to control for variance of LFC estimates for genes with low read counts.

### 2.10 Pathway enrichment

For the identification of enriched pathways, DEGs were entered in the GEne SeT AnaLysis Toolkit “WebGestalt” (www.webgestalt.org) as a ranked list, with the LFC representing the rank for each DEG. As a threshold for significantly enriched pathways, FDR was set to 0.05. We performed Gene Set Enrichment Analysis (GSEA) using the KEGG pathway database for *C. elegans*. The normalized enrichment score displays positively (black) and negatively (gray) related categories, which corresponds to up- or downregulated pathways, respectively.

### 2.11 Generation of transgenic strains

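In the WBcel235 genome assembly with the Ensembl release 115 annotation, *Y37A1B.5* (WBGene00012538, named *semo-1* there) lies on the plus strand of chromosome IV from 14051200 to 14056717, with 6 exons and 5 introns. The coding sequence of its first transcript runs from 14051222 to 14056622. The 2988 bp directly upstream of that start codon are positions 14048234 to 14051221. The annotation places 9 genes in this stretch, all of them piRNA genes, which are loci of the short Piwi-bound RNAs of the germline, and 0 protein-coding genes. The nearest protein-coding gene upstream, *Y37A1B.7*, lies on the minus strand from 14042595 to 14043780, so that 7419 bp separate it from the start of *Y37A1B.5*.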

For the generation of a *Y37A1B.5* translational reporter construct, a region of 2988 bp upstream of the translation initiation codon ATG (promoter region) and the complete genomic coding sequence of the *Y37A1B.5* gene (excluding the translation termination codon) were amplified as a single PCR-fragment from the N2 wildtype worm genomic DNA, using primers with pre-designed BamHI and Cfr9I restriction enzyme sites (see Fig. 3A). The amplified region was digested using BamHI and Cfr9I and inserted into the pPD95_77 empty vector at the BamHI and XmaI sites. pPD95_77 was a gift from Andrew Fire (Addgene plasmid #1495; http://n2t.net/addgene:1495;RRID:Addgene_1495). The final construct *pY37A1B.5::Y37A1B.5::gfp* was injected into the N2 wildtype strain at 20 ng/μl along with the *rol-6(su1006)* coinjection marker at 50 ng/μl. Stable transmitting lines were used for image analysis.

### 2.12 Fluorescence microscopy

Adult nematodes were placed on microscope slides coated with 3% agarose, anaesthetized with 10 mM sodium azide, and covered with coverslips. GFP fluorescence was analyzed on a Nikon Eclipse Ti-E fluorescence microscope using appropriate filters (GFP: ex. 472±30 nm, em. 520±35 nm). Pictures to determine localization were taken on a Zeiss Axio Imager Z2 microscope. For quantitation of the GFP signal intensity, worms were marked as regions of interest (ROI) – either automatically using the binary threshold of the GFP signal or manually using the brightfield overlay image. Total GFP intensity and area of each ROI was then measured and GFP intensity was normalized to worm area and subtracted from background signal to obtain the relative GFP fluorescence intensity for each worm.

For analysis of GFP expression under stress, nematodes showing the roller phenotype were transferred to plates that were spotted with heat-inactivated bacteria containing the respective compound. 24 h later, GFP expression in those worms was analyzed as described above.

### 2.13 Statistical analysis

Data are expressed as means +SD unless stated otherwise. For lifespan analyses, statistical calculations were performed using JMP software (SAS Institute Inc., Cary, NC, USA), applying the log-rank test. Median and mean survival was calculated by log-rank test for each of the technical replicates in one experiment (i.e. biological replicate). Maximum lifespan in each technical replicate was defined as the last day on which a worm was scored as alive. Mean maximum lifespan for each biological replicate was then determined as the mean of all technical replicates. All other calculations were performed using GraphPad Prism (GraphPad Software, San Diego, California, USA). Statistical significances were calculated using one-way ANOVA (with Bonferroni post-test), Mann-Whitney test, or *t*-test where appropriate. The minimum level of significance was set to p < 0.05.

### 2.14 Data availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [29] and are accessible through GEO Series accession number GSE134196 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134196).

## 3 Results and discussion

### 3.1 Y37A1B.5 *is a* C. elegans *ortholog of SELENBP1, affecting stress resistance and lifespan*

We conducted a BLAST search of the *C. elegans* non-redundant protein sequence database for homologs of human SELENBP1 (GenBank accession# CAG33133). Y37A1B.5 is the *C. elegans* protein most similar in primary structure to SELENBP1, with 52% identity in amino acid sequence. Several conserved regions were identified by multiple sequence alignment of Y37A1B.5 with human SELENBP1 and its homologs in two other non-mammalian species, *Drosophila melanogaster* and *Danio rerio* (Fig. 1). One example is Cys57, corresponding to Cys57 in SELENBP1 (highlighted in black in Fig. 1). Cys57 was hypothesized to be involved in Se binding [15] and demonstrated to be a crucial determinant of stability and effects of overexpressed SELENBP1 in cultured cells [30]. Further conserved motifs include a thioredoxin motif [31,32] present at the active site of redoxin family proteins (CxxC, transparent box in Fig. 1) [33], and histidine-containing metal binding motifs (HxD, HxxH, gray background in Fig. 1) [32,34].

**Fig. 1:**
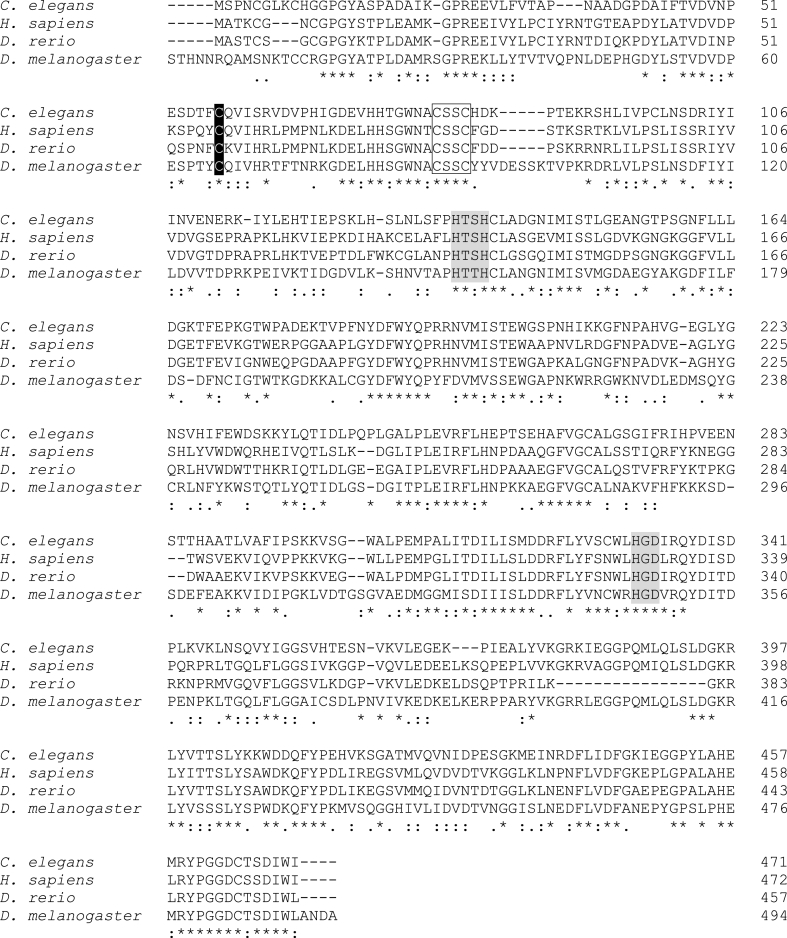
Y37A1B.5 displays high sequence homology with SELENBP1. Alignment of *C. elegans* Y37A1B.5 (NCBI Ref Seq#: NP_001255777.1) with human SELENBP1 (GenBank accession#: CAG33133.1) and orthologs from *Danio rerio* (NCBI Ref Seq#: NP_956864.1) and *Drosophila melanogaster* (LP16180p; GenBank accession#: AAV36940.1). The alignment identifies 52% identical aminoacyl residues for SELENBP1 and Y37A1B.5. Asterisk (*): fully conserved residue; colon (:): conservation between groups of strongly similar properties, Gonnet PAM 250 matrix > 0.5; period (.): conservation of weakly similar properties between groups, Gonnet PAM 250 matrix < 0.5. Multiple sequence alignment was performed using CLUSTAL O (1.2.4) [43]. Selected conserved motifs are highlighted as follows: Cys57, highlighted in black; thioredoxin motif (CxxC, transparent box); histidine-containing metal binding motifs (HxD, HxxH, gray background); see text for details.

Next, we tested whether expression of *Y37A1B.5* may be altered in relation to worm age, and whether it affects *C. elegans* lifespan. For this purpose, we determined *Y37A1B.5* mRNA levels during the course of *C. elegans* adulthood, followed by analysis of the consequences of *Y37A1B.5* knockdown by RNA interference (RNAi).

*Y37A1B.5* gene expression exponentially declines over the course of *C. elegans* adulthood, i.e. from the first day of adulthood to 20 days post adulthood (Fig. 2 A, B). Depletion of *Y37A1B.5* through RNAi, i.e. imitation of the later-age situation with respect to *Y37A1B.5* expression, resulted in an enhanced lifespan (Fig. 2C), with a significant extension of both mean and maximum lifespan (Fig. 2D; see Table 2 for details). Using RNAi, we achieved *Y37A1B.5* knockdown to yield mRNA levels of approx. 10 % of control (2 and 13% on days 3 and 5, respectively; Fig. 2E).

**Fig. 2:**
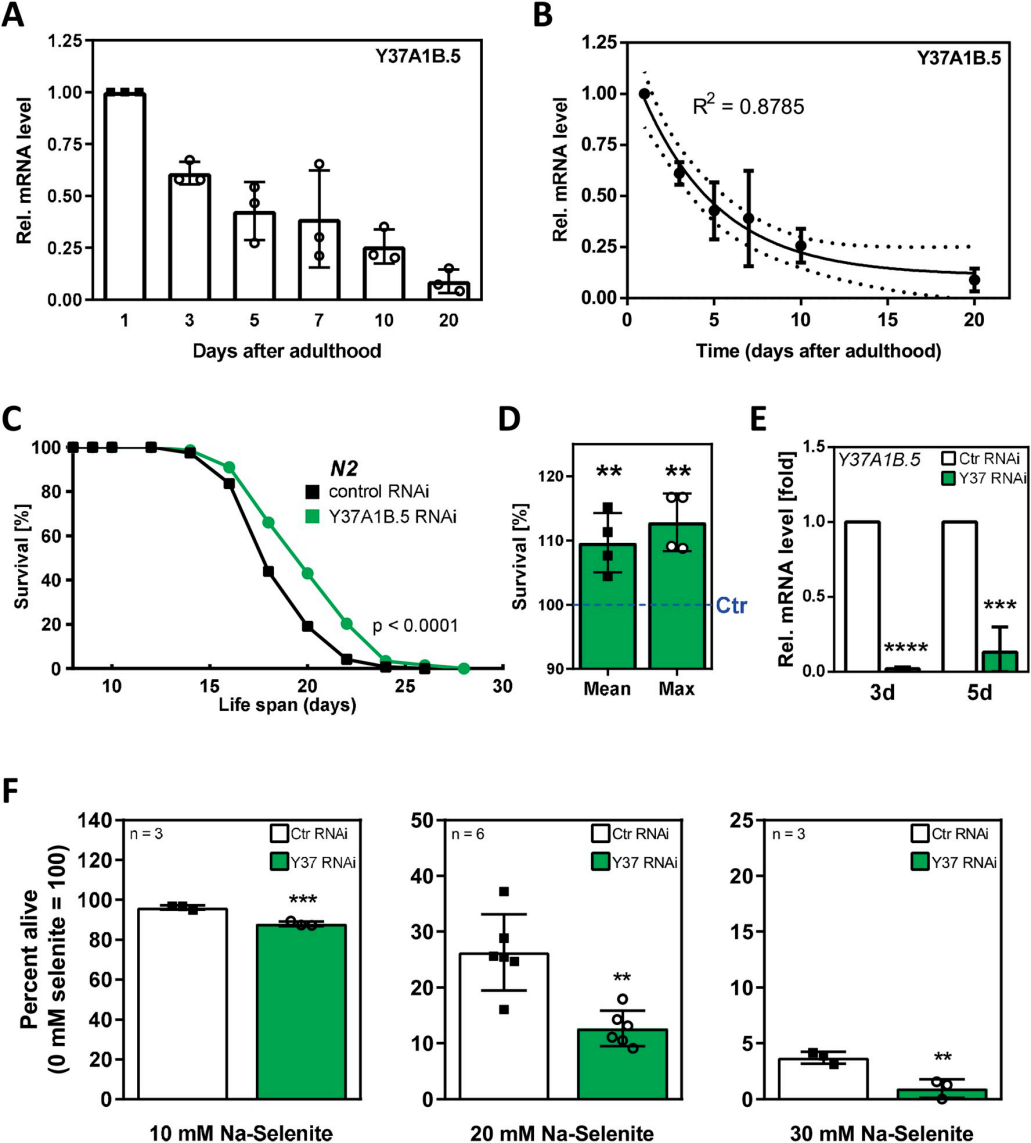
*Y37A1B.5* mRNA levels decrease with age and its downregulation increases lifespan. **(A)** Relative *Y37A1B.5* mRNA levels of N2 wild-type worms after 1, 3, 5, 7, 10 or 20 days, starting 64 h after synchronization, as determined in three independent experiments using qRT-PCR. Data were first normalized to mRNA levels of the housekeeping gene and then against the expression level of day 1. Data shown are relative means ± SD. **(B)** Exponential regression of data from graph (A). Data shown are means ± 95% confidence band. **(C)** Survival of nematodes depleted of *Y37A1B.5* through RNAi (p<0.0001 *vs.* control, log-rank test). Age-synchronized young adult worms were subjected to *Y37A1B.5*-specific or control RNAi. Survival was monitored daily until the end of the reproduction period and every second day thereafter. The lifespan experiment was conducted in quintuplicates and was performed four independent times (for details, see Table 2). One representative experiment is shown. **(D)** Relative mean and maximum lifespan of four independent lifespan experiments with *Y37A1B.5* RNAi or control. Data were normalized to mean or maximum lifespan of respective control experiment (**p<0.01 vs. control; unpaired *t*-test). **(E)** Relative *Y37A1B.5* mRNA levels after three or five days of *Y37A1B.5* RNAi or control, starting at the young adult stage, as determined in three independent experiments using qRT-PCR. Data shown are relative means +SD. (***p<0.001 vs. respective control; *t*-test) **(F)** Toxicity of different selenite concentrations to *C. elegans* following RNAi using control or *Y37A1B.5*-specific plasmids (***p<0.001, **p<0.01 *vs.* control; unpaired *t*-test).

**Table 2:** Statistics for RNAi knockdown of *Y37A1B.5*^a^

Exp. No.	Strain, Treatment	Effect on Life Span	P (vs. Ctrl)^b^	Median Life Span (Days)	Mean Life Span (Days ± SEM)^c^	Mean Life Span (%)	Max Life Span (Days ± SEM)^c^	Max Life Span (%)	No. of Uncen-sored Worms	Total Number of Worms
Knockdown of *Y37A1B.5* (starting at young adult stage)										
**1** (see Fig. 2C)	N2 /L4440			18	19.0 ± 0.1	100	22.0 ± 0.6	100	184	394
	N2 /Y37A1B.5	↑	****	20	20.5 ± 0.2	107.7	24.0 ± 0.8	109.1	218	382
**2**	N2 /L4440			20	20.0 ± 0.1	100	24.0 ± 0.6	100	332	400
	N2 /Y37A1B.5	↑	****	22	22.2 ± 0.1	111.3	28.0 ± 1.0	116.7	359	400
**3**	N2 /L4440			20	19.4 ± 0.1	100	22.8 ± 0.4	100	284	400
	N2 /Y37A1B.5	↑	****	20	20.2 ± 0.2	104.4	24.8 ± 0.7	108.8	320	400
**4**	N2 /L4440			18	18.9 ± 0.2	100	24.0 ± 0.8	100	283	400
	N2 /Y37A1B.5	↑	****	22	21.8 ± 0.3	115.2	28.0 ± 1.0	116.7	365	400
Knockdown of *Y37A1B.5* (starting from egg)										
**1**	N2 /L4440			20	20.3 ± 0.2	100	24.4 ± 1.0	100	249	400
	N2 /Y37A1B.5	=	n.s.	20	20.4 ± 0.3	100.9	26.4 ± 1.0	108.2	335	400
**2**	N2 /L4440			18	17.9 ± 0.3	100	21.6 ± 0.4	100	324	400
	N2 /Y37A1B.5	↑	****	18	18.8 ± 0.1	104.9	25.2 ± 0.4	116.7	362	400

a Survival curves for all experiments are provided in Supplemental Figs. S1 and S2.

b Control: N2 /L4440; ****P<0.0001; n. s., not significant.

c 5 technical replicates.

These data suggest that, whereas *Y37A1B.5* expression may be dispensable for *C. elegans* at a later age, it appears to be required in early life, as knockdown of *Y37A1B.5* from egg does not lead to an unambiguous (reproducible) extension of lifespan, although no overt adverse effects of deficiency were noticed either (Table 2). The data also suggest that expression of *Y37A1B.5* comes at a cost, as knocking down *Y37A1B.5* in young adults causes an extension of lifespan.

We therefore sought for potential beneficial effects of Y37A1B.5. As SELENBP1 was originally detected as a protein binding Se in mice injected with high doses of selenite [11], we tested for the role of Y37A1B.5 in *C. elegans* exposed to 10, 20 or 30 mM selenite, which was shown before to be a concentration range toxic to the nematodes [9]. As demonstrated in Fig. 2F, *C. elegans* is significantly more sensitive to selenite at all tested concentrations upon knockdown of *Y37A1B.5* by RNAi, suggesting a protective role of the protein against acutely toxic Se exposure.

In summary, Y37A1B.5 is an ortholog of human SELENBP1 that protects *C. elegans* against selenite toxicity. Conversely, its downregulation enhances *C. elegans* lifespan.

### 3.2 Y37A1B.5 is a cytoplasmic protein predominantly expressed in hypodermal cells

We then set out to further characterize the expression pattern of *Y37A1B.5* and the physiological consequences thereof in the absence of added Se. To this end, we generated a translational fusion construct harboring 3 kb of *Y37A1B.5* endogenous promoter region plus the complete ORF fused to GFP (*pY37A1B.5::Y37A1B.5::gfp*), as depicted in Fig. 3A. Microscopic analysis of adult transgenic worms shows that GFP fluorescence is most prominent in hypodermal cells (Fig. 3B). Subcellularly, Y37A1B.5:GFP is found predominantly in the cytoplasm (Fig. 3C), which is true also for human SELENBP1 [12]. Sporadically, in few worms only, GFP fluorescence is also detected in some anterior or posterior intestinal cells (Fig. 3D).

As demonstrated in Fig. 3E, the RNAi approach chosen to analyze the effect of Y37A1B.5 on lifespan (Fig. 2) also effectively downregulated expression of the transgenic fusion protein as indicated by attenuated overall Y37A1B.5::GFP fluorescence.

**Fig. 3:**
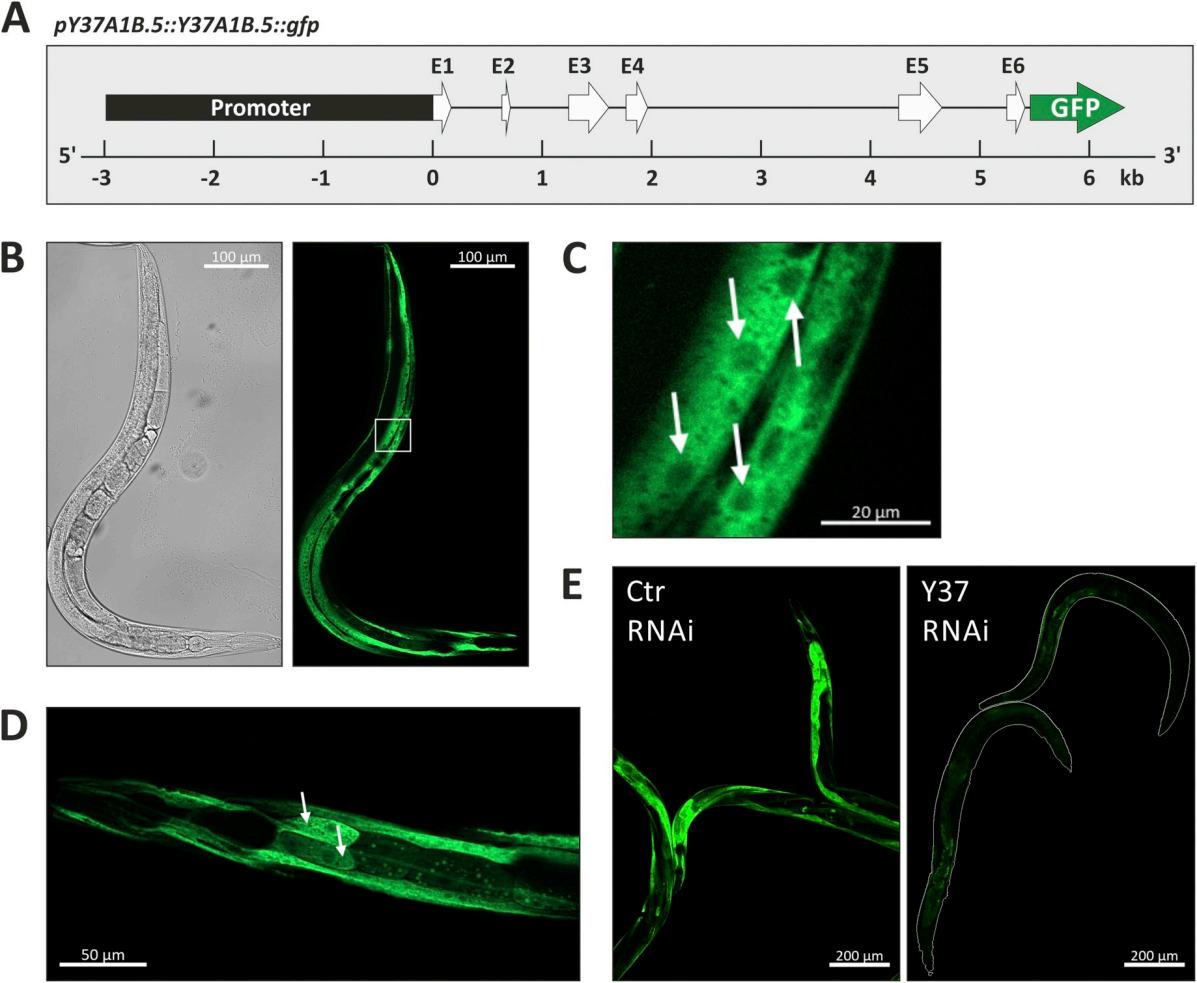
Y37A1B.5 is a cytoplasmic protein expressed in hypodermal cells. **(A)** Schematic representation of the translational reporter construct used in this study, *pY37A1B.5*::*Y37A1B.5*::*gfp*. (E1-E6, exons 1-6) **(B)** Hypodermal localization of Y37A1B.5::GFP. White box indicates region enlarged for (C). **(C)** Subcellularly, Y37A1B.5::GFP is localized primarily in the cytoplasm. White arrows indicate nuclei devoid of signal. **(D)** Few worms display fluorescence in anterior (arrows) or posterior (not shown) intestinal cells. **(E)** Comparison of RNAi using control (Ctr) or *Y37A1B.5*-specific (Y37) plasmids on Y37A1B.5::GFP reporter strain. White lines indicate worm shape.

### 3.3 Depletion of Y37A1B.5 enhances stress resistance and improves physiological parameters

In order to test whether the extended lifespan of worms following *Y37A1B.5* downregulation was accompanied by a change in resistance to stressful stimuli other than selenite, we exposed the nematodes to a lethal dose (300 mM) of the redox cycler paraquat. Surprisingly, and in contrast to the selenite exposure, after RNAi treatment for six days, *Y37A1B.5*-deficient worms exhibited a significantly better survival under paraquat exposure than worms fed with control RNAi (Fig. 4A and B; for details, see Table 3).

**Table 3:** Statistics for stress resistance analysis against paraquat after *Y37A1B.5* RNAi.

Exp. No.	Strain, Treatment	Effect on Survival	P (vs. Ctrl)^a^	Median Survial (h)	Mean Survival (h ± SEM)	Mean Survival (%)	No. of Uncensored Worms	Total No. of Worms
**1**	N2 /L4440			5	5.6 ± 0.2	100	69	80
	N2 /Y37A1B.5	=	p = 0.0556	6	6.2 ±0.1	109.9	38	49
**2**	N2 /L4440			4	5.5 ± 0.2	100	66	79
	N2 /Y37A1B.5	↑	****	9	8.0 ± 0.2	146.9	44	81
**3** (**see**Fig. 4A)	N2 /L4440			7	7.1 ± 0.2	100	70	78
	N2 /Y37A1B.5	↑	***	9	8.2 ± 0.2	116.8	53	76
**4**	N2 /L4440			8	7.8 ± 0.2	100	81	90
	N2 /Y37A1B.5	↑	****	10	8.8 ± 0.2	112.8	50	85

a Controls: N2 /L4440; ***P<0.001 ****P<0.0001; n. s., not significant.

Exposure of *pY37A1B.5::Y37A1B.5::gfp* transgenic worms to another stressful stimulus, arsenite, elicited an attenuation of Y37A1B.5::GFP expression (Fig. 4C and D), suggesting that downregulation of Y37A1B.5 may be part of a general *C. elegans* stress response.

**Fig. 4:**
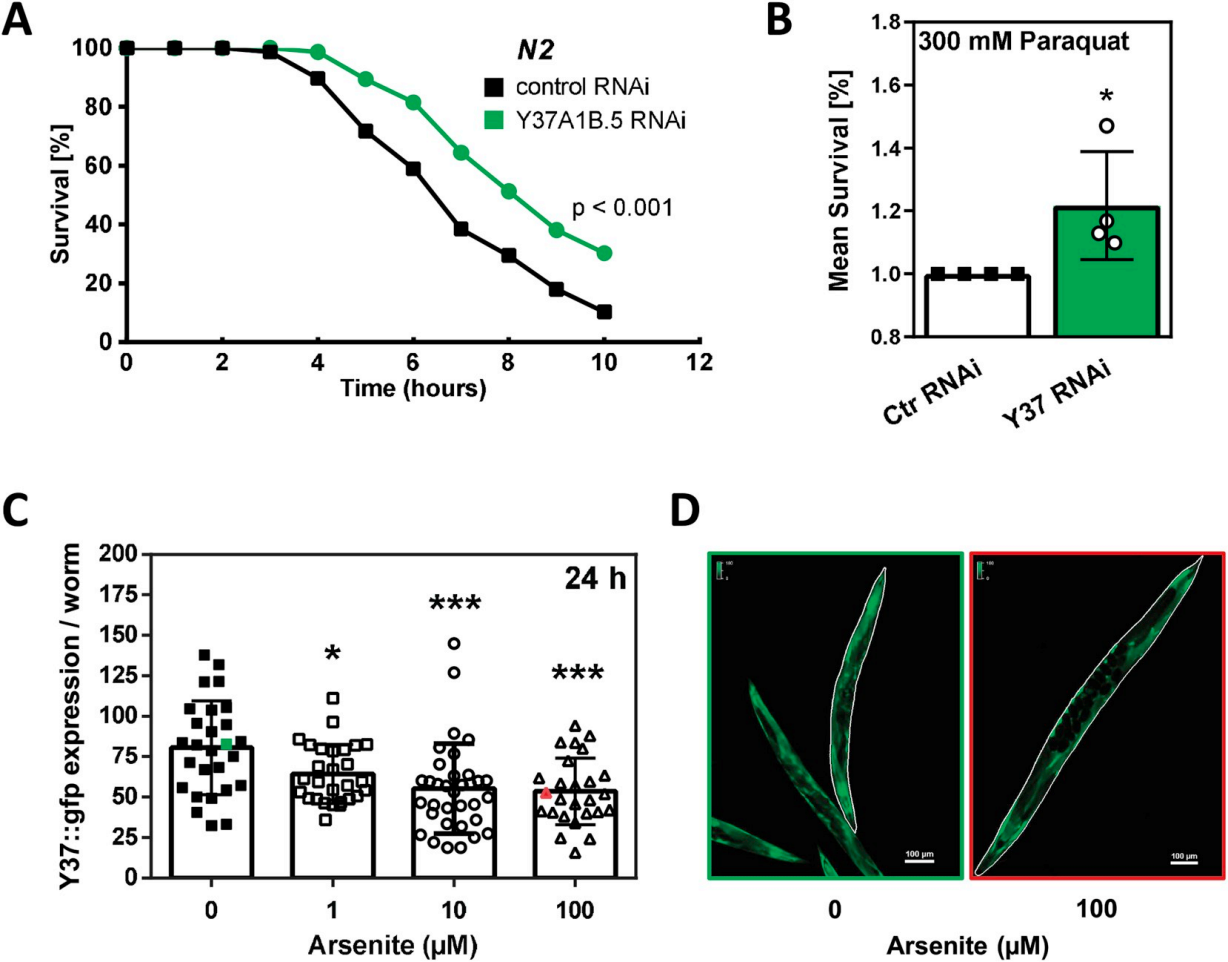
Y37A1B.5 is involved in the stress response of *C. elegans*. **(A)** N2 wildtype worms (young adult; 64 h after synchronization) were fed with *Y37A1B.5* RNAi or control bacteria for 144 h and then exposed to 300 mM of paraquat for 10 h. Survival was scored every hour. (p *vs.* control, log-rank test). **(B)** Relative mean survival of *Y37A1B.5* RNAi or control worms on 300 mM paraquat resulting from four independent experiments. Data were normalized to mean survival of control (*p<0.05 vs. control, Mann-Whitney test). **(C)** Y37A1B.5::GFP signals in young adult worms (64 h after synchronization) that were exposed to arsenite for 24 h. Each data point represents Y37A1B.5::GFP signal/worm in arbitrary units for one individual worm (*p<0.05, ***p<0.001; unpaired *t*-test). **(D)** Examples of worms evaluated in Fig. 4C (green, red data points), representing worms exposed to 0 μM (green box) and 100 μM (red box) arsenite.

In line with their elevated stress resistance to paraquat and extended lifespan, the *Y37A1B.5*-deficient worms generally appeared to be healthier than their wild-type counterparts, particularly at older age. This was indicated also by the improved *C. elegans* motility upon knockdown of *Y37A1B.5* (Fig. 5A). No impairment of *C. elegans* fecundity was observed under these conditions (Fig. 5B), and there was a trend towards an increased body area and length, particularly at later stages (Fig. 5C and D).

**Fig. 5:**
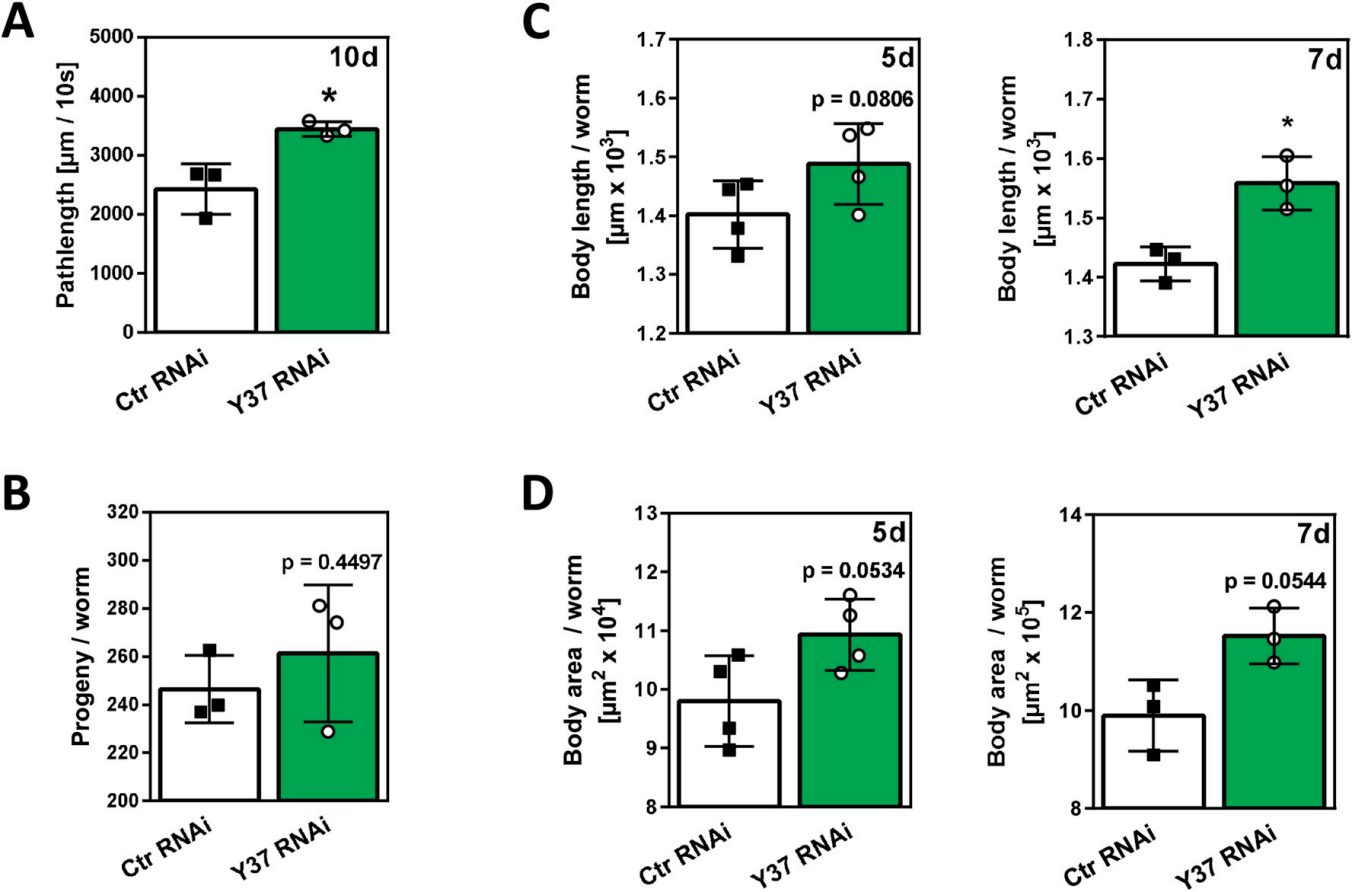
*Y37A1B.5* downregulation improves *C. elegans* health parameters. (**A)** Motility of worms after 10 days of RNAi treatment (*Y37A1B.5* RNAi *vs*. control); movements of individual worms were captured by a camera and distances covered per 10 s calculated using a tracking software. For an individual experiment, 10 worms were analyzed per group; three independent experiments were performed (*p<0.05, paired *t*-test). **(B)** Progeny per worm depleted of *Y37A1B.5* through RNAi. 64 h after synchronization worms were transferred to RNAi plates. Each day, single worms were transferred to a new agar plate until nematodes ceased to lay eggs. Worms were allowed to hatch from the eggs and to grow until reaching the L3 larval stage before being counted. The experiment was conducted in quintuplicates and performed three independent times (p>0.05 vs. control; paired *t*-test). **(C)** Body length [μm] per worm (*p<0.05, paired *t*-test) and **(D)** body area [μm^2^] per worm after *Y37A1B.5* RNAi. Young adult worms were exposed to control or *Y37A1B.5*-specific RNAi for 5 or 7 days. Pictures were taken and worms were measured using NIS elements software (Nikon). 10 worms were analyzed for each treatment group, and the experiment was repeated twice (7d) or three times (5d). Data shown are means ± SD (statistical analysis: paired *t*-test).

### 3.4 Analysis of Y37A1B.5 knockdown-induced transcriptome changes

In order to investigate the role of Y37A1B.5 in *C. elegans* metabolism, we performed gene expression analysis using RNA-Seq. 

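RNA-Seq data were analyzed for 6 libraries, 3 from worms on the L4440 control and 3 labelled Y37A1B.5 RNAi, from worms grown for 64 h after synchronization and then kept on the bacteria for 5 days at 20 °C. In RNAi by feeding, worms eat *E. coli* HT115, a strain that lacks the bacterial nuclease for double-stranded RNA, carrying a plasmid that transcribes its insert from both strands. L4440 without an insert is the control plasmid. The authors made stranded mRNA libraries, pooled all of them over the same sequencing lanes, mapped the quality-trimmed reads to WBcel235, and counted for each gene the reads that mapped uniquely and on its strand. Reads that mapped to several places or overlapped several genes were not counted, so members of near-identical gene families lose reads. The values are these counts without normalization. Control replicates 1 to 3 held 34486094, 36157904 and 36142542 counts (median 36142542), and replicates 1 to 3 labelled Y37A1B.5 RNAi held 34403223, 46733527 and 37780252 (median 37780252). With M for mega, the mean was 37.6 ± 4.64 M counts on genes per library (SD, n = 6), while the paper states around 40 ± 4 M reads per sample, and its statistics section gives errors as SD unless stated otherwise. All values given here use the counts on genes. The ribosomal RNA gene *rrn-3.1* took between 6.93% and 9.23% of the counts of a library. Of 46739 genes in the count table, 25681 had at least 1 count, and 15003 passed edgeR's filter on low counts (a minimum count of 10 and a total of 15) and were tested. Library sizes were scaled by the TMM method, levels are given as counts scaled to library size (CPM), and groups were compared by edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. Fold changes set the libraries labelled Y37A1B.5 RNAi against the control.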

RNA was isolated from *C. elegans* fed with bacteria expressing the empty RNAi vector L4440 or a *Y37A1B.5*-specific RNAi plasmid. 

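*Y37A1B.5* (WBGene00012538), the gene targeted by the plasmid, had 1126, 1295 and 792 counts in control replicates 1 to 3 and 4833, 3519 and 4189 counts in replicates 1 to 3 labelled Y37A1B.5 RNAi. Its level was 30.2 ± 7.36 CPM (SD, n = 3) in the control and 109 ± 32.1 CPM (SD, n = 3) in the libraries labelled Y37A1B.5 RNAi, a log2 fold change of 1.85 (standard error 0.22, edgeR adjusted p = 0.000834). All of the latter lay above all control libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The count of the targeted gene thus goes against the label, and the libraries are named by their label throughout. This count does not separate the worms' mRNA from the RNAi construct, so it cannot show that the label is wrong. Leaving out replicate 1 of the labelled libraries moved the log2 fold change most, to 1.62, and its adjusted p from edgeR or DESeq2 ranged from 2.91e-53 to 0.00483 over the alternatives. Supplemental Table 1 of the paper, of whose 23020 genes 1999 were used here, gives *Y37A1B.5* the paper's shrunken log2 fold change of 1.22. In a comment there, the paper proposes that the RNAi plasmid was detected and states that qRT-PCR showed the knockdown. Over the whole annotation, 8 genes had more than 3 counts in every library labelled Y37A1B.5 RNAi and 0 in every control library. All 8 are piRNA genes inside *Y37A1B.5*, between 14051495 and 14052929 of chromosome IV, of which 7 lie in introns and 4 on the strand opposite to the gene. Together they had 1148, 1477 and 794 counts in replicates 1 to 3 labelled Y37A1B.5 RNAi. The most counted of them, *21ur-5655* (WBGene00171541, minus strand, intron 2, 14052275 to 14052295), had 560, 940 and 322 counts there against 0, 0 and 0 in the control, which is at least 174-fold higher when the control is set to a floor of 3 counts. The 22 piRNA genes inside *Y37A1B.5* from 14053270 on had 0 counts in those libraries and at most 1 in any control library.

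**Figure D1:**
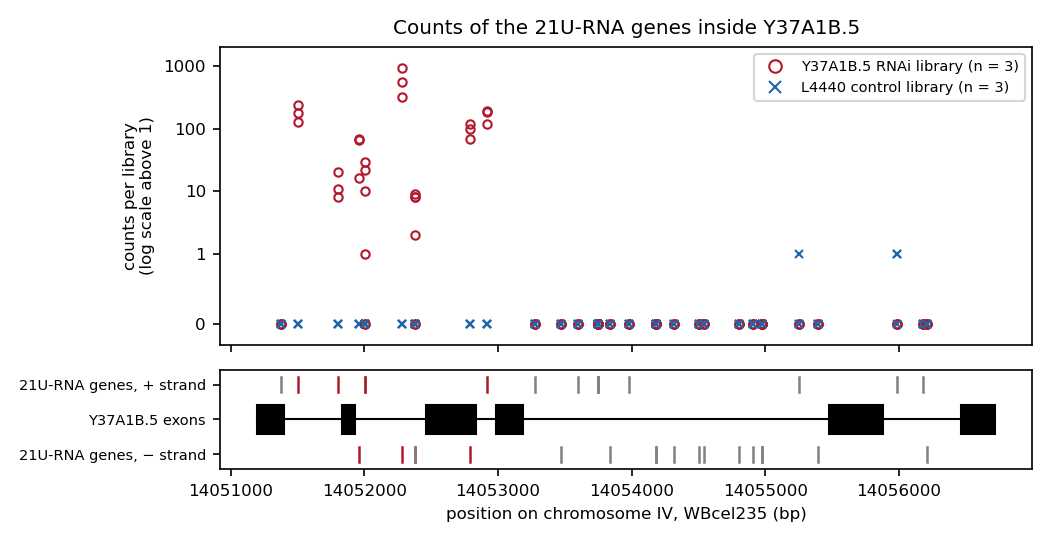
Counts per library (log scale above 1) of the 33 piRNA genes inside *Y37A1B.5* against their position on chromosome IV, for the 3 libraries labelled Y37A1B.5 RNAi (red circles) and the 3 control libraries (blue crosses). The map underneath shows the 6 exons as boxes and the piRNA (21U-RNA) genes of each strand as ticks, red for the 8 counted only in the libraries labelled Y37A1B.5 RNAi and gray for the others.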

Three independent experiments were performed (biological replicates), followed by reverse transcription of the RNA and Illumina Sequencing. 

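Of the 15003 genes tested, 2050 differed between the groups at an adjusted p under 0.05 (edgeR), 722 of them higher and 1328 lower in the libraries labelled Y37A1B.5 RNAi, a label that the count of *Y37A1B.5* itself goes against. For 2041 of these genes (99.6%) the libraries of both groups did not overlap, and for 9 they did, which follows largely from their selection for a difference between these groups. Among all 15003 genes the groups did not overlap for 6077 (40.5%), where chance gives 10%. The median absolute log2 fold change of the 2050 genes was 0.54, and 181 of them changed by at least 1 on the log2 scale, 80 up and 101 down. Leaving out control replicate 2 moved the count most, to 727 genes, 718 of which were among the 2050. Without control replicate 1 it was 862 and without replicate 1 labelled Y37A1B.5 RNAi it was 1346. The number of higher genes ranged from 217 without control replicate 1 to 1200 without replicate 3 labelled Y37A1B.5 RNAi, and that of lower genes from 496 without control replicate 2 to 1611 without the latter. DESeq2's Wald test, which the paper used, gave 2468 genes, of which 1788 were shared with the 2050 and all 1788 changed in the same direction. The share of higher genes depended on the scaling. With edgeR it was 35.2% with TMM, 41.1% with RLE size factors and 23.8% with upper-quartile factors. It was 48.1% with DESeq2, which differs in its test and filter as well as in its scaling, and 59.5% of 2910 genes once a trend with transcript length was removed from each library, an alternative chosen after the results were seen. With replicates of the same number paired as a block, the number of higher genes rose to 1142.
Among the differentially expressed genes with a mean of at least 5 CPM and no overlap between groups, apart from *21ur-5655*, the largest increase was that of *argk-1* (WBGene00009706, chromosome V, 16103894 to 16105952), with 1.13 ± 0.269 CPM (SD, n = 3) in the control and 12.4 ± 2.64 CPM (SD, n = 3) in the libraries labelled Y37A1B.5 RNAi, a log2 fold change of 3.46 (standard error 0.20, edgeR adjusted p = 0.000109). *C30G12.2*, *cth-1* and *dhs-26* followed, with log2 fold changes of 1.95, 1.88 and 1.88. The annotation places *cth-1* 1143 bp upstream of *argk-1* on the same strand. The largest decreases among these genes were those of *cla-1* (−1.30), *tre-5* (−1.30), *C27H5.6* (−1.28), *mlt-11* (−1.27) and *fbn-1* (−1.23), all on the log2 scale. The level of *fbn-1* (WBGene00022816, chromosome III, 7625386 to 7641078) was 105 ± 9.20 CPM (SD, n = 3) in the control and 44.9 ± 8.49 CPM (SD, n = 3) in the libraries labelled Y37A1B.5 RNAi (standard error of the log2 fold change 0.13, edgeR adjusted p = 0.000634). *cla-1*, *mlt-11* and *fbn-1* have long transcripts, and with the length trend removed their log2 fold changes were −0.54, −0.77 and −0.74.

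**Figure D2:**
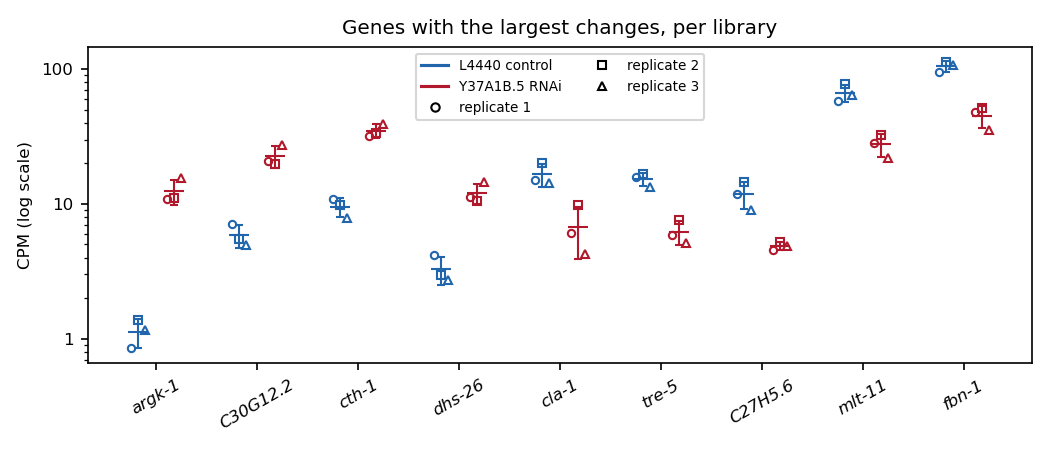
Level in CPM (log scale) of the genes with the largest changes in each library, L4440 control in blue and the libraries labelled Y37A1B.5 RNAi in red, with the mean and SD of the 3 libraries of a group and a symbol for each replicate number. No library of one group overlaps the other group for any of these genes.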

Analysis for differentially expressed genes (DEGs, Supplemental Table 1) identified 2474 DEGs that are regulated consistently over all three replicates (Fig. 6A).

**Fig. 6:**
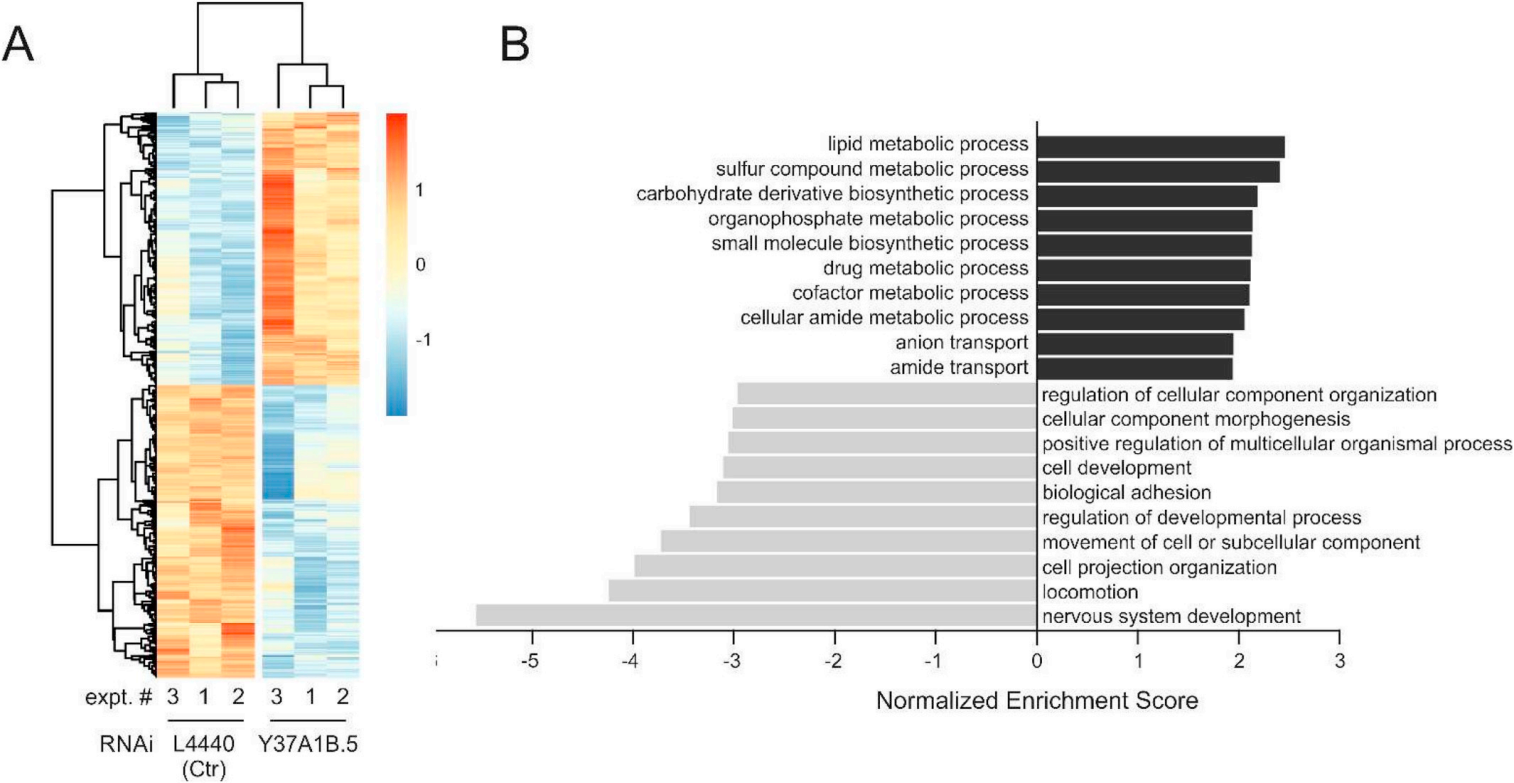
RNA-Seq analysis of transcriptome changes induced by *Y37A1B.5* knockdown. (A) Heat map of individual expression values of all 2474 differentially expressed genes (adjusted p-value < 0.05). Prior to heat map calculation, raw read counts were size-factor normalized (DESeq2, v. 1.16.1). The color scale represents row z-score. Hierarchical clustering of the samples or DEGs is represented by dendrograms at the top and left, respectively. (B) GSEA analysis for GO biological processes using WebGestalt 2019, with fold changes of differentially expressed genes indicated as rank. Analysis was performed using standard settings. Black (positive) or gray (negative) bars show “up-” or “downregulated” GO terms according to normalized enrichment scores.

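Hierarchical clustering of the 6 libraries on all 15003 genes tested (average linkage on 1 minus Pearson's correlation of log2 CPM) parted the 3 control libraries from the 3 labelled Y37A1B.5 RNAi. The first principal component held 51.5% of the variance and separated the groups, with control replicates 1 to 3 at −21.6, −28.7 and −16.7 and the labelled replicates 1 to 3 at 23.8, 15.5 and 27.7. The second held 18.1% and spread the labelled replicates 1 to 3 from 20.0 over 6.77 to −23.6. Replicate 3 labelled Y37A1B.5 RNAi differed from replicates 1 and 2 by a median absolute log2 difference of 0.202 and 0.184 per gene, while those 2 differed by 0.101. Between control libraries it was 0.0997 to 0.14 and between libraries of different groups 0.155 to 0.302, so that the ranges within and between groups overlap. Among the labelled libraries, replicate 3 lay farthest from the control for 72.9% of the higher and 46.7% of the lower genes.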

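Gray bars in Fig. 6B include the terms nervous system development, locomotion and cell projection organization. The GSEA of GO terms was not repeated here, and lists of genes were tested with camera, a test of whether the genes of a list rank higher or lower than the other genes, at a preset correlation between genes of 0.01 and with adjustment over 16 lists. The 94 *unc* genes, named after mutants with uncoordinated movement, had a median log2 fold change of −0.20 and were lower in the libraries labelled Y37A1B.5 RNAi (camera adjusted p = 9.35e-06, limma), although *Y37A1B.5* itself went against that label. Their medians were −0.19, −0.14 and −0.26 in the labelled replicates 1 to 3. Of these genes 24 were called lower and 1 higher, against 35 called when adjusted over the list alone. *unc-39* (WBGene00006775, chromosome V, 14373074 to 14375881) had 28.4 ± 2.29 CPM (SD, n = 3) in the control and 14.7 ± 1.95 CPM (SD, n = 3) in the labelled libraries, a log2 fold change of −0.95 (standard error 0.11, edgeR adjusted p = 0.000702). *unc-5* and *unc-75* fell by 0.61 and 0.90 on the log2 scale. For 20 pan-neuronal genes, 8 of which are *unc* genes as well, the median was −0.16 (camera adjusted p = 0.0277, limma), with 4 called lower and 0 higher (8 and 0 at an unadjusted p under 0.05), and 6 called when adjusted over the list alone. Without replicate 3 labelled Y37A1B.5 RNAi, the adjusted p of this list was 0.053 (0.00349 to 0.519 over its alternatives). None of the 16 lists passed 0.05 under fry, a rotation test of the list alone (limma, lowest adjusted p 0.0633), or under camera with the correlation estimated from the data (lowest adjusted p 0.366). At an unadjusted p under 0.05 these were 5 lists with fry and 1 with the estimated correlation. Transcript length moved the *unc* list most. The 10% of genes with the longest transcripts had a median log2 fold change of −0.25 and the 10% with the shortest 0.094, and *unc* transcripts have a median length of 2560 bp against 1364 bp of all genes tested. With the length trend removed the medians were −0.030 for the *unc* list (camera adjusted p = 0.106, limma, 2.21e-08 to 0.42 over its alternatives) and −0.056 for the pan-neuronal list (camera adjusted p = 0.276, limma). *unc-39*, *unc-5* and *unc-75* were still called lower with the trend removed, at −0.90, −0.41 and −0.81 (edgeR adjusted p of 0.000153, 0.00484 and 0.00182).

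**Figure D3:**
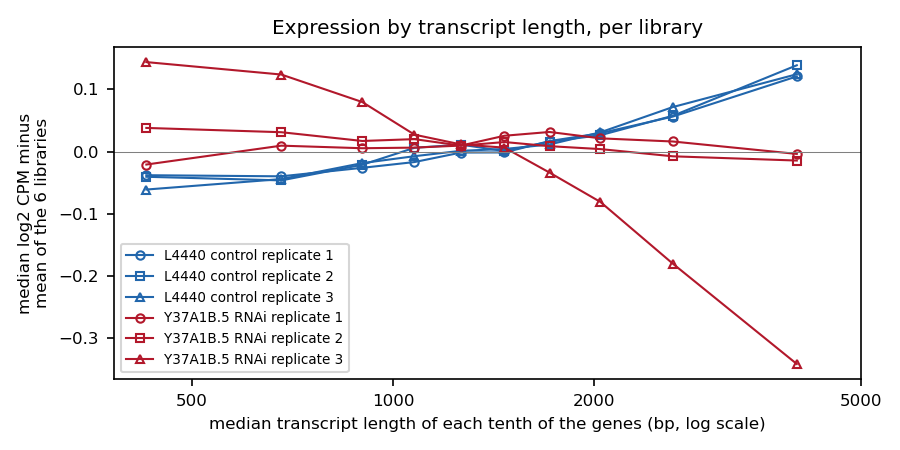
Median log2 CPM of the tested genes in 10 classes of transcript length (x axis, median length of the class in bp, log scale), relative to the mean of the 6 libraries, with a line for each library. From the shortest to the longest class, the 3 control libraries rise by 0.159 to 0.185, and replicate 3 labelled Y37A1B.5 RNAi changes by −0.485.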

Clustering of DEGs according to Gene Ontology (GO) terms (Fig. 6B) revealed that Y37A1B.5 is involved in the regulation of metabolic processes, with sulfur compound metabolism and lipid/carbohydrate metabolic processes in prominent positions among the relevant GO terms.

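For sulfur compounds, 29 genes of sulfur amino acid, hydrogen sulfide and glutathione synthesis were tested as a list. Their median log2 fold change was 0.024 and 5 genes were called higher and 0 lower (9 and 1 at an unadjusted p under 0.05) in the libraries labelled Y37A1B.5 RNAi, whose *Y37A1B.5* count goes against the label (camera adjusted p = 0.00797, limma). Adjusted over the list alone, 5 were called as well. The medians of the labelled replicates 1 to 3 were 0.098, 0.057 and 0.078. Leaving out 1 library moved the fitted median by more than 1.5 times in 5 of 6 fits, to 0.054, 0.048 and 0.063 without control replicates 1, 2 and 3 and to 0.088 and 0.084 without labelled replicates 1 and 3, while it was 0.021 without labelled replicate 2. With upper-quartile factors the median was −0.0066 at a camera adjusted p of 0.0135 (limma, 0.000269 to 0.366 over the alternatives). Without *cth-1*, a choice made after the values were seen, it gave a camera adjusted p of 0.0582 (limma). *cth-1* (WBGene00009048, chromosome V, 16100680 to 16102750), which encodes a cystathionine gamma-lyase, had 9.48 ± 1.52 CPM (SD, n = 3) in the control and 35.0 ± 3.92 CPM (SD, n = 3) in the labelled libraries (standard error of the log2 fold change 0.13, edgeR adjusted p = 0.000196). *cysl-2* (WBGene00010759), a cysteine synthase-like gene, rose from 9.76 ± 0.305 to 17.6 ± 3.26 CPM (SD, n = 3), a log2 fold change of 0.85 (standard error 0.13, edgeR adjusted p = 0.00319). *cysl-3* rose by 0.30 on the log2 scale (standard error 0.063, edgeR adjusted p = 0.0149) and lost its call without control replicate 1 or 2 or without labelled replicate 2. *cbl-1* (0.48) and *gss-1* (0.27) are named after their values were seen, and both lost their calls without control replicate 1 or without labelled replicate 1. The 37 glutathione S-transferase genes had a median log2 fold change of 0.18 (camera adjusted p = 0.0373, limma), with labelled replicates 1 to 3 at 0.064, 0.18 and 0.27. Of these, *gst-13* (0.53), *gsto-1* (0.63), *gst-36* (0.38) and *gst-7* (0.25) were called higher and 0 were called lower (10 and 4 at an unadjusted p under 0.05), but 0 were called when adjusted over the list alone. Each of these genes lost its call in some fits that left out a library, all of them without control replicate 1 (edgeR adjusted p of 0.0717 to 0.148) and without control replicate 3 (0.0599 to 0.0959). The list lost its call with replicates paired as a block (camera adjusted p = 0.0682, limma), and *gst-7* did as well (edgeR adjusted p = 0.0558). It also lost it without control replicate 3 (camera adjusted p = 0.0728), without labelled replicate 2 (0.0691) or 3 (0.14) and with the length trend removed (0.334), in a range of 0.0125 to 0.524 over its alternatives. From the ranking of its GO terms, the paper concludes that *Y37A1B.5* takes part in the regulation of metabolism, with sulfur compounds, lipids and carbohydrates to the fore.

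**Figure D4:**
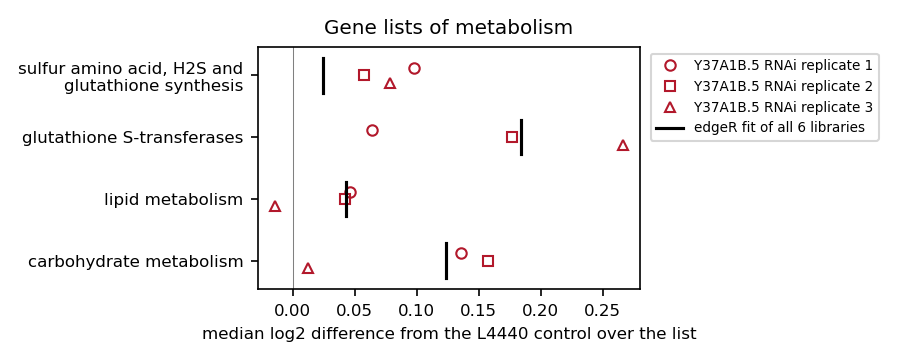
Median log2 difference from the mean of the control libraries over the genes of each metabolic list (x axis), for the labelled Y37A1B.5 RNAi replicates 1 to 3 (symbols) and for the edgeR fit of all 6 libraries (bar). With TMM factors, labelled replicates 1 to 3 lie above 0 for each list except replicate 3 for lipid metabolism, while the sulfur median lies below 0 with upper-quartile factors and the fitted lipid median without control replicate 3.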

The involvement of Y37A1B.5 in sulfur metabolic processes is expected for an ortholog of SELENBP1 (see Introduction). 

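Lipid metabolism was represented by 122 genes of fatty acid synthesis, desaturation, elongation, activation and beta-oxidation, of lipid breakdown and of phospholipid and sphingolipid synthesis. Their median log2 fold change was 0.043 in the libraries labelled Y37A1B.5 RNAi, against whose label the *Y37A1B.5* count goes (camera adjusted p = 0.0744, limma), with 11 genes called higher and 4 lower and 13 called when adjusted over the list alone. The medians of the labelled replicates 1 to 3 were 0.046, 0.0425 and −0.014. Without control replicate 3 the median was −0.0082, without labelled replicate 1 or 2 it was 0.025 or 0.024, and without control replicate 2 the list was called (camera adjusted p = 0.0186, limma, the lowest of a range up to 0.519 over its alternatives). Genes of fatty acid breakdown and desaturation were among the higher ones. *cpt-5* (WBGene00008629), a carnitine palmitoyltransferase gene, had 3.23 ± 0.584 CPM (SD, n = 3) in the control and 6.93 ± 0.577 CPM (SD, n = 3) in the labelled libraries, a log2 fold change of 1.098 (standard error 0.14, edgeR adjusted p = 0.00139). *ech-9* and the desaturase gene *fat-5* rose by 0.98 and 0.61 on the log2 scale (edgeR adjusted p = 0.00311 and 0.0026). The 4 lower genes, named after their values were seen, were the fatty acid synthase gene *fasn-1* (−0.90), *lipl-2* (−0.43), *cpt-6* (−0.32) and *fard-1* (−0.31). All of these except *fasn-1* lost their calls without control replicate 1 or 2. Carbohydrate metabolism was represented by 44 genes of glycolysis, gluconeogenesis and the metabolism of glycogen, trehalose, pentose phosphates and amino sugars. Their median log2 fold change was 0.12 (camera adjusted p = 0.0321, limma). In this list 3 genes were called higher and 2 lower (12 and 3 at an unadjusted p under 0.05), and 9 were called when adjusted over the list alone. Labelled replicates 1 and 2 gave medians of 0.14 and 0.16, and replicate 3 gave 0.013. With replicates paired as a block the camera adjusted p was 0.104 (limma), and without labelled replicate 1 or 2 it was 0.0796 or 0.164, in a range of 7.18e-06 to 0.524 over the alternatives. *pck-1* (WBGene00021043), a phosphoenolpyruvate carboxykinase gene, rose from 40.5 ± 7.40 to 66.2 ± 0.572 CPM (SD, n = 3), a log2 fold change of 0.71 (standard error 0.11, edgeR adjusted p = 0.00331). *fbp-1* (0.32) and *gsy-1* (0.24) were the other genes called higher and are named after their values were seen. Both lost their calls without control replicate 1 or 2, and *gsy-1* also with the replicate block. The lower genes were the trehalase gene *tre-5* and the glucosidase gene *aagr-4*, the latter with a log2 fold change of −0.79 (standard error 0.11, edgeR adjusted p = 0.00187).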

Its role in lipid and carbohydrate metabolic processes is in line with findings on the link between Selenbp1 with glucose/lipid metabolism in mice [35].

### 3.5 Y37A1B.5 knockdown-induced lifespan extension is independent of major stress-responsive transcription factors

DAF-16 (the *C. elegans* ortholog of mammalian FOXO proteins) and SKN-1 (the Nrf2 ortholog) are among the most prominent transcription factors that are known to be involved in the regulation of fuel (glucose/lipid) metabolism and stress response [36,37]. Both contribute to *C. elegans* resistance under various stress conditions, including exposure to thiol-depleting agents [20]. Lifespan of DAF-16-deficient worms, i.e. *daf-16(mu86)* mutants (see Fig. 7A, Table 4), is lower than that of wildtype *C. elegans*, and *Y37A1B.5* knockdown extends lifespan to an extent similar to *Y37A1B.5* knockdown in wildtype worms (Table 2, Table 4). A similar effect is observed in our preliminary studies with SKN-1-deficient worms [*skn-1(zu135)*] (n = 1, >200 worms; Table 4, Fig. S4). Unexpectedly, therefore, neither DAF-16 nor SKN-1 appear to be involved in the lifespan extension elicited by *Y37A1B.5* knockdown (Fig. 7A, Table 4). Another major regulator of lipid metabolism, NHR-49, a transcription factor analogous to mammalian hepatocyte nuclear factor 4 (HNF4) and peroxisome proliferator-activated receptor α (PPARα), was demonstrated to also be involved in the *C. elegans* response to oxidative stress [38]. In order to test for a requirement of NHR-49 for lifespan extension by *Y37A1B.5* knockdown we used NHR-49-deficient worms, *nhr-49(ok2165)*. Lifespan of these worms is significantly lower than that of wildtype *C. elegans* (not shown), as previously described. Knockdown of *Y37A1B.*5 by RNAi, however, strongly enhances mean and maximum lifespan of NHR-49-deficient worms (Fig. 7B) by 27 to 36% and 34 to 43%, respectively (Table 4), i.e. much higher than in *daf-16(mu86)* and *skn-1(zu135)* mutants. This suggests that NHR-49, although not contributing to lifespan extension elicited by *Y37A1B.5* knockdown, antagonizes the lifespan extending effect of *Y37A1B.5* downregulation. Taken together, the transcription factors DAF-16 and NHR-49, and likely also SKN-1, are not involved in the lifespan extension mediated by *Y37A1B.5* knockdown.

**Fig. 7:**
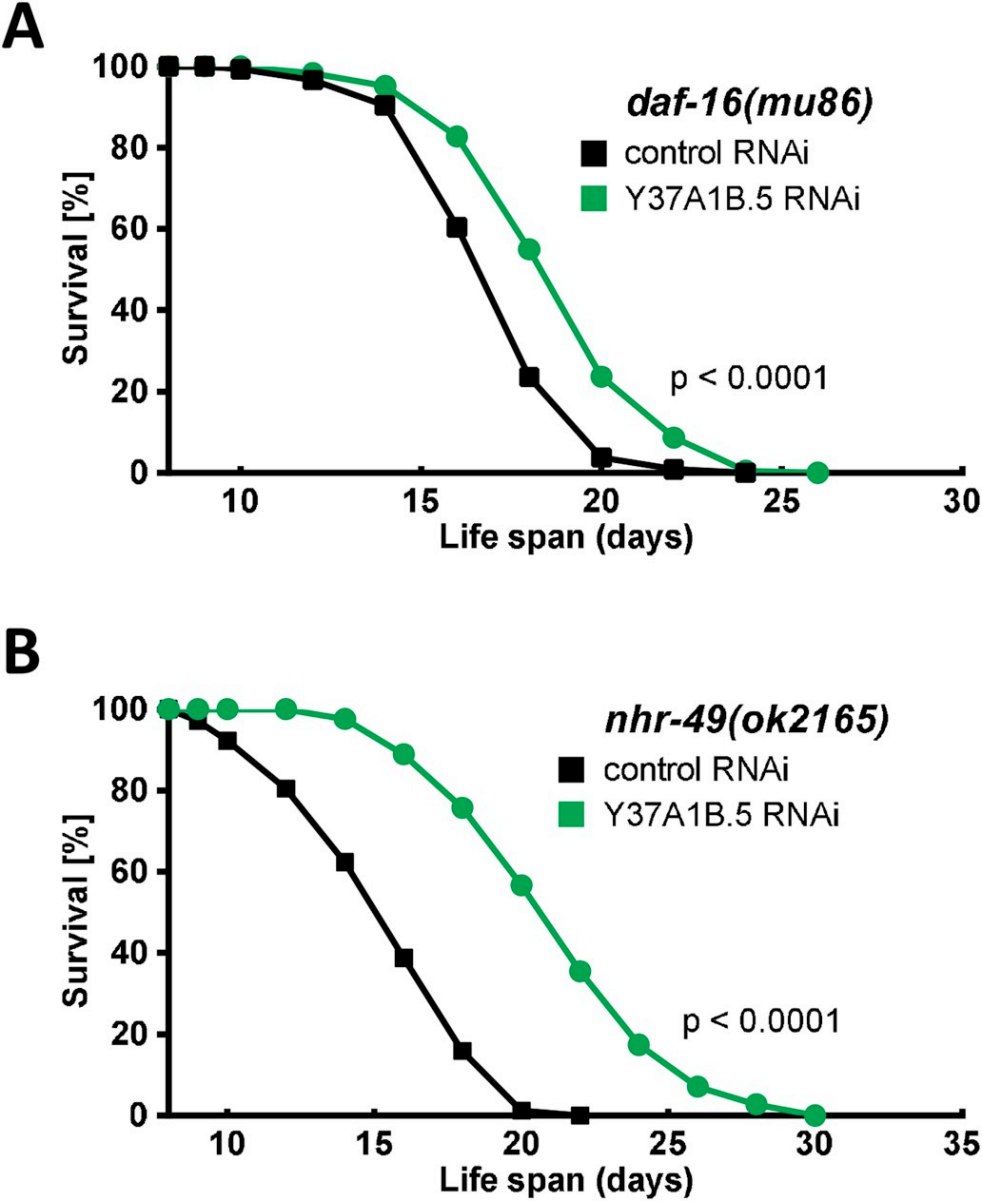
Lifespan extension elicited by depletion of *Y37A1B.5* is independent of transcription factors DAF-16 and NHR-49. Age-synchronized nematodes were subjected to *Y37A1B.5*-specific RNAi or control throughout their lifespan, starting 64  h after synchronization. Survival rates of **(A)***daf-16*(*mu86*) and **(B)***nhr-49*(*ok2165*) nematodes were monitored daily for survival until the end of the reproduction period and every second day thereafter. P values were determined by log-rank test. Representative survival curves are depicted (for details, see Table 4).

**Table 4:** Statistics for RNAi knockdown of *Y37A1B.5* in knockout mutants^a^.

Exp. No.	Strain, Treatment	Effect on Life Span	P (vs. Ctrl)^b^	Median Life Span (Days)	Mean Life Span (Days ± SEM)^c^	Mean Life Span (%)	Max Life Span (days ± SEM)c	Max Life Span (%)	No. of Uncen-sored Worms	Total Number of Worms
Knockdown of *Y37A1B.5* in *daf-16(mu86)*										
1 (see Fig. 7A)	*daf-16* /L4440			18	17.6 ± 0.0	100	20.8 ± 0.4	100	311	400
	*daf-16* /Y37A1B.5	↑	****	20	19.3 ± 0.1	109.9	22.4 ± 0.4	107.7	370	400
**2**	*daf-16* /L4440			18	18.9 ± 0.1	100	22.0 ± 0.0	100	225	450
	*daf-16* /Y37A1B.5	↑	****	20	19.8 ± 0.2	104.6	24.0 ± 0.8	109.1	259	450
Knockdown of *Y37A1B.5* in *skn-1(zu135)*										
**1**	*skn-1* /L4440			17	17.4 ± 0.1	100	19.8 ± 0.4	100	210	231
	*skn-1* /Y37A1B.5	↑	****	19	19.2 ± 0.2	110	25.8 ± 0.7	130.3	204	230
Knockdown of *Y37A1B.5* in *nhr-49(ok2165)*										
**1**	*nhr-49* /L4440			16	15.8 ± 0.2	100	20.0 ± 0.0	100	248	400
	*nhr-49* /Y37A1B.5	↑	****	20	20.1 ± 0.3	127.4	26.4 ± 0.7	132.0	283	400
**2** (see Fig. 7B)	*nhr-49* /L4440			16	15.9 ± 0.1	100	19.2 ± 0.4	100	321	400
	*nhr-49* /Y37A1B.5	↑	****	22	21.6 ± 0.1	136.4	28.0 ± 0.0	145.8	295	400
**3**	*nhr-49* /L4440			16	15.4 ± 0.3	100	20.0 ± 0.0	100	298	316
	*nhr-49* /Y37A1B.5	↑	****	20	20.9 ± 0.2	135.3	27.5 ± 0.4	137.5	300	320

a Survival curves for all experiments are provided in Supplemental Figs. Figs. S3–S5.

b Controls: *daf-16* /L4440; *skn-1* /L4440; *nhr-49* /L4440; ****P<0.0001.

c 4-5 technical replicates.

### 3.6 Expression of Y37A1B.5 is modulated by transcriptional regulators MDT-15 and EGL-27

In order to identify transcriptional regulators of *Y37A1B.5* expression, we focused on two factors that are known to be involved in regulating *C. elegans* stress resistance and lifespan, and, in part, affect lipid metabolism, MDT-15 and EGL-27 [39,40]. MDT-15 is a transcriptional coregulator known to be involved in the regulation of lipid metabolism [39] and required for the *C. elegans* transcriptional response to (oxidative) stress as elicited by exposure to paraquat or arsenite [41]. EGL-27 is a transcriptional regulator that was shown to confer stress resistance, extending lifespan of *C. elegans* [40].

Using worms overexpressing *pY37A1B.5::Y37A1B.5::gfp* (Fig. 3), we tested for an effect of knocking down *mdt-15* or *egl-27* expression on *Y37A1B.5* expression.

RNAi of *egl-27* resulted in upregulation of Y37A1B.5::GFP production, implying that EGL-27 is a negative regulator of *Y37A1B.5* expression (Fig. 8A). This is in line with the notion that downregulation of *Y37A1B.5* enhances stress resistance and lifespan of *C. elegans*. *Y37A1B.5* was previously identified as an EGL-27 target gene whose expression levels are lower in *egl-27*-deficient cells, and that is upregulated by heat stress only in the presence of EGL-27 [40]. These data contradict our findings on the negative effect of EGL-27 on Y37A1B.5 levels. A possible reason for these differences is that we analyzed for expression at the protein level whereas the data by Xu and Kim [40] refer to analyses at the mRNA level. Another difference is that we used RNAi-mediated downregulation of *egl-27*, whereas Xu and Kim had *egl-27* expression completely inactivated.

**Fig. 8:**
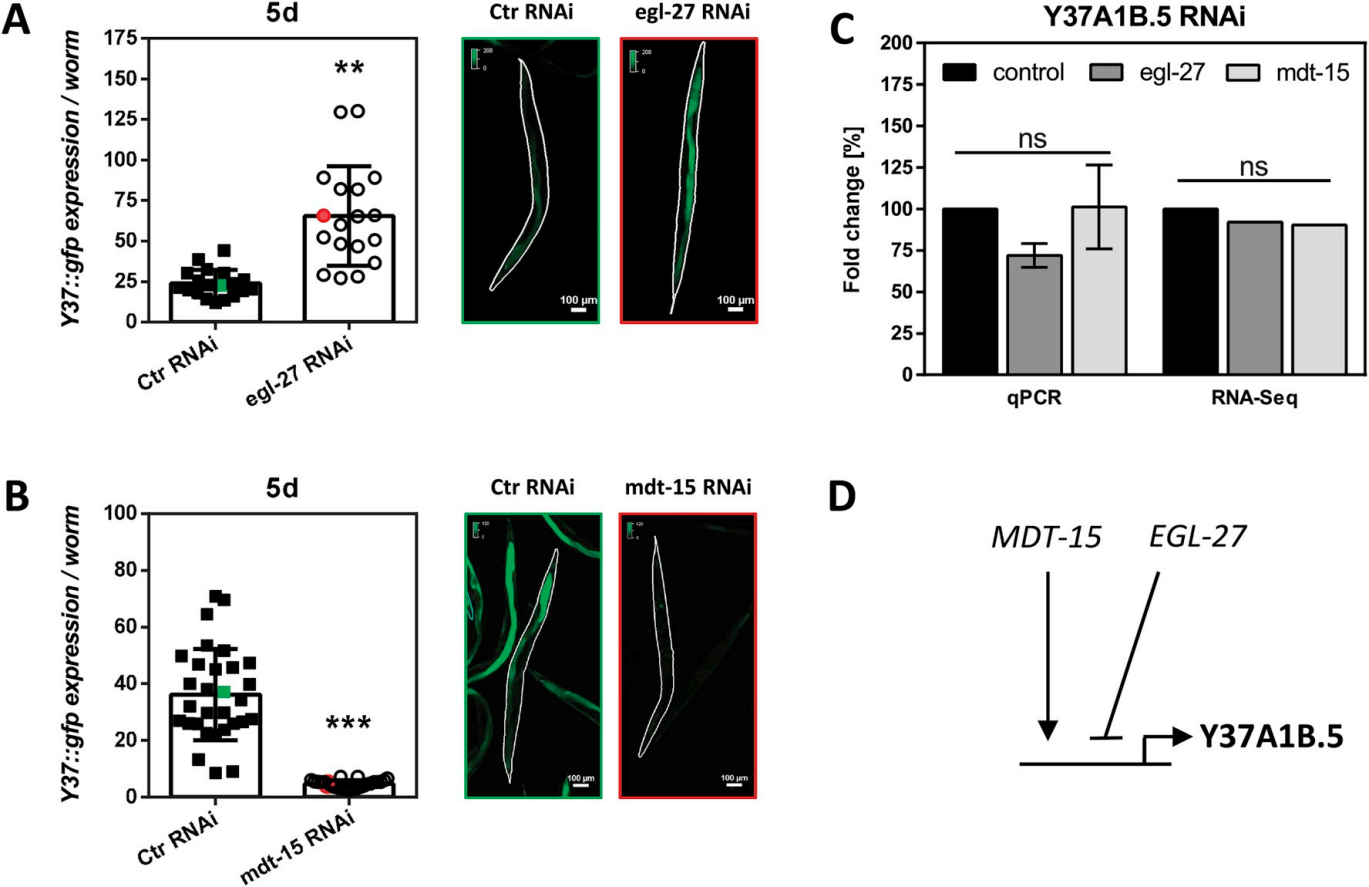
MDT-15 and EGL-27 modulate the expression of *Y37A1B.5*. **(A, B)** Young adult worms overexpressing *pY37A1B.5*::*Y37A1B.5*::*gfp* (see Fig. 3) were treated for 5 days, using control plasmids or (A) *egl-27*-specific or (B) *mdt-15*-specific RNAi plasmids. Each data point represents Y37A1B.5::GFP expression/worm in arbitrary units for one individual worm. Right panels show examples of worms evaluated, representing worms exposed to control (green box) or target-specific RNAi plasmids (red box). Dashed white lines indicate shapes of worms. **(C)** Expression of *egl-27* and *mdt-15* at day 5 of *Y37A1B.5* knockdown, as evaluated by qRT-PCR and RNA-Seq, respectively. **(D)** Schematic representation of MDT-15 and EGL27 regulation of *Y37A1B.5* expression.

Downregulation of *mdt-15* using RNAi causes a robust downregulation of Y37A1B.5 (Fig. 8B), suggesting it is directly involved in its transcriptional control. The knockdown of *mdt-15* would, according to our data, imitate the RNAi-induced downregulation of *Y37A1B.5,* eliciting an enhanced stress resistance (Fig. 4) and extending lifespan (Fig. 2). Interestingly, MDT-15 appears to control the expression of lipid metabolism genes and the nematodal oxidative stress response by interacting with both NHR-49 and SKN-1 [38,41]. 

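In the RNA-Seq data, *mdt-15* (WBGene00007016, chromosome III, 5828557 to 5833751, minus strand) had 210, 201 and 199 CPM in control replicates 1 to 3 and 192, 188 and 157 CPM in replicates 1 to 3 labelled Y37A1B.5 RNAi. The means were 203 ± 5.93 CPM (SD, n = 3) and 179 ± 19.4 CPM (SD, n = 3), the latter being 88.0% of the control. The log2 fold change of −0.18 (standard error 0.088) did not pass the threshold (edgeR adjusted p = 0.173, 0.094 to 0.402 over the alternatives), although all labelled libraries lay below all control libraries (exact permutation test, two-sided, p = 0.1). The difference rests in part on labelled replicate 3, without which the log2 fold change was −0.091. With the length trend removed it was 0.089. The targeted *Y37A1B.5* itself goes against the label of these libraries.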

Knockdown of *Y37A1B.5*, however, did not affect *mdt-15* or *egl-*27 mRNA levels (Fig. 8C).

In summary, *Y37A1B.5* expression is negatively regulated by EGL-27 and stimulated by MDT-15 (Fig. 8D).

## 4 Conclusions

Y37A1B.5, a protein hitherto uncharacterized, is a *C. elegans* ortholog of SELENBP1 that allows for a better survival of nematodes exposed to toxic selenite concentrations, while it is dispensable for adult worms grown under standard laboratory conditions. In fact, knockdown of *Y37A1B.5* in young adult *C. elegans* even resulted in an increased lifespan and resistance against oxidative stress. These effects are associated with changes in the *C. elegans* transcriptome that suggest a contribution of sulfur metabolic processes and of fuel metabolism. Surprisingly, the transcription factors DAF-16 and NHR-49, which are prominent regulators of fuel metabolism and stress resistance in *C. elegans*, are not involved in the lifespan extension mediated by *Y37A1B.5* knockdown. However, we identify two novel regulators of *Y37A1B.5* expression, which is negatively regulated by EGL-27 and positively regulated by MDT-15.

Our findings on Y37A1B.5 conferring selenite resistance, and its downregulation contributing to oxidative stress resistance and lifespan extension are in line with observations on the human ortholog: SELENBP1 sequesters supplemental Se, and its downregulation in tumor cells decreases their sensitivity to cytotoxic effects of oxidative stressors such as H_2_O_2_ and paraquat [42]. On the other hand, expression of Y37A1B.5 can be advantageous for free-living nematodes, as they are widely spread geobionts and thus have to cope with large variations in the Se content of soils world-wide, ranging from 0.01 to 1200 mg Se/kg [2].

How the deposited data were processed for this re-analysis (not part of the article)

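RNA-Seq was analyzed for 6 libraries of *C. elegans*, 3 from worms fed *E. coli* with the empty L4440 vector and 3 labelled Y37A1B.5 RNAi, numbered 1 to 3 in each group. Groups and replicate numbers were taken from the labels of the samples and from the paper. Because the count of *Y37A1B.5* goes against the label, the second group is named by its label. That count does not separate the worms' mRNA from the RNAi construct, so it cannot show that the label is wrong. The 8 piRNA genes inside *Y37A1B.5* counted only in the labelled libraries argue against exchanged labels if their reads come from the construct. The authors deposited raw counts per gene, without normalization. As the paper states, the authors trimmed the reads for quality with SGA preprocess, mapped them to WBcel235 with TopHat2 and the Ensembl annotation, and counted with featureCounts the reads that mapped uniquely to a gene on its strand. Reads over several genes and reads with several positions were left out at that step, so genes of near-identical families (*gst*, *col*, *msp* and others) are counted too low and their values are less certain. The filter on the reads and the mapping are already in the counts and were not repeated. All columns of the count table were used.

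Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr (minimum count 10, minimum total 15), the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Levels are in CPM, calculated here from the deposited counts on the TMM scale, as mean ± SD of 3 libraries. A library held between 34403223 and 46733527 counts, so that counting error is small beside the spread between replicates for all but the least counted genes. A group at or under 3 counts in each of its libraries was set to 3 for a fold, which then is a lower bound. With 3 libraries against 3, an exact permutation test reaches no p under 0.1. Lists of genes were tested with camera of limma 3.58.1, at a preset correlation of 0.01, and the value given for a list is its median log2 fold change. Gene symbols, positions and transcript lengths were taken from the Ensembl release 115 annotation of WBcel235 and a table of gene names. It holds 46484 of the 46739 genes of the table (99.5%), and 14919 of the 15003 genes tested (99.4%) have a length. A genome sequence was not used here, and GC content was not analysed here.

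The test of each result, the 16 gene lists, the alternatives and the rule for the genes named were set before the data were examined, except where the text says that a choice was made after values were seen. The head of Supplemental Table 1, which holds *argk-1* and *cth-1*, had been read by then, so the presence of *cth-1* in a list is not independent of these libraries. The genes named are those the paper names, the 5 with the largest increase and the 5 with the largest decrease among differentially expressed genes with a mean of at least 5 CPM and no overlap between groups, and in each list at most the 3 members with the smallest adjusted p past the threshold. The lists cover sulfur amino acid, hydrogen sulfide and glutathione synthesis, glutathione S-transferases, lipid metabolism, carbohydrate metabolism, *unc* genes, pan-neuronal genes, body wall muscle, intestine, oocyte and eggshell, sperm, molting larva, collagens, the HIF-1 and hydrogen sulfide response, and targets of DAF-16, SKN-1 and NHR-49. They were written from general knowledge of the genes and are not GO terms. The symbols *mpst-5*, *sqrd-2*, *hsp-16.49* and *sodh-1* found no gene. A further 4 lists of embryonic genes were written after the results were seen, and their p values were adjusted over these 4 alone.

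The alternatives were DESeq2 1.42.0 (Wald test with its own size factors and filter), RLE and upper-quartile factors in edgeR, no filter beyond at least 1 count, at least 10 counts in every library, a block for the replicate number, leaving out each library in turn, and scaling to *cdc-42*, *tba-1* and *pmp-3*, the reference genes of the qRT-PCR. For lists, fry, camera with an estimated correlation and Fisher's exact test among the differentially expressed genes were added. DESeq2 gives an adjusted p for 12818 genes and none for 12863, which stay without a call. After the results were seen, the trend of each library's log2 CPM on transcript length (loess, span 0.5) was taken out as an offset, and DESeq2 was run with a prior on the fold change to compare with the paper's shrunken values.

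The main fit did not pair the libraries. In the alternative with a block, the replicate numbers were treated as pairs. The reason is that the paper describes independent experiments and Fig. 6A numbers the experiments alike in both groups. Deviations from the group means correlated across genes by 0.135, 0.0626 and 0.121 for libraries of the same number 1 to 3, and by −0.146 to 0.0357 for libraries of different numbers, so that the second pair lies under 0.1 and the pairing rests on the experiment numbers. Genes are not independent replicates in these correlations. No libraries were duplicates, since a chi-square statistic per gene lay between 4.67 and 13.8 for pairs of control libraries and between 17.4 and 47.7 for pairs labelled Y37A1B.5 RNAi, where sampling noise alone gives about 1.

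The procedure was tested on simulated data, with counts drawn from the means and sizes of the real libraries, 200 genes changed by known amounts and another 50 shifted alike to test lists. Of 14804 simulated genes tested, edgeR recovered 191 of the 200 (95.5%) and called 14 of 14554 unchanged genes. With the block it recovered 192 and called 21. DESeq2 recovered 191 and called 21 of 14753 unchanged genes. Camera called the list of the 50 genes shifted alike, and 0 of 100 random lists, at an unadjusted p under 0.05. The simulated genes were drawn independently of each other, without a length trend or a replicate effect. These simulated lists therefore cannot show how often camera calls lists of correlated genes.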

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

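The test of this part was chosen before its result was seen. Over the whole annotation, 8 genes had more than 3 counts in each library labelled Y37A1B.5 RNAi and 0 counts in each control library, and the paper's text does not discuss them. They drew attention because a signal stands in genes outside those the paper discusses, above the level of the control. All 8 are listed in the paper's Supplemental Table 1, 4 of them with an adjusted p, so they were part of its differential analysis. 0 genes showed the opposite pattern.

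Reads from the Y37A1B.5 RNAi construct would fall inside *Y37A1B.5*, and all 8 of the genes lie there. Of the 4 on the strand opposite to *Y37A1B.5*, 3 lie in introns. Unspliced worm transcripts of the gene would give reads of its own strand and over all its introns, but the 22 piRNA genes further downstream, from 14053270 on, had 0 counts in these libraries. The placement is in line with reads from the Y37A1B.5 RNAi construct, a fragment of genomic DNA that is transcribed from both strands, which is also the paper's proposal for the rise of *Y37A1B.5* itself. Whether the molecules came from bacteria, from the plasmid or from double-stranded RNA taken up by the worms was not tested. As sense reads of the construct's exons are counted on *Y37A1B.5*, the counts cannot separate the worms' mRNA from the construct and give no measure of the knockdown. The reads of the paper are longer than the 21 bp of *21ur-5655*, so its counts stem from longer RNA across the locus, not from the short Piwi-bound RNA itself. A rise of longer worm transcripts across these piRNA genes was not tested further.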

How the results depend on the processing

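The removal of the gene length trend was chosen after the results were seen, as were the lists of embryonic genes. The cause of a change was not tested unless it is named. Without a filter on low counts, where more genes are tested, there were 3298 differentially expressed genes, 1289 higher and 2009 lower. The higher genes numbered 1188 with DESeq2, 1142 with the replicate block and 1731 with the length trend removed. Across the 6 fits that each left out a library, with fewer samples, there were 727 (without control replicate 2) to 2811 (without labelled replicate 3) differentially expressed genes, 217 to 1200 higher, 496 to 1611 lower and 727 to 2809 without overlap between groups. Scaling to the reference genes of the qRT-PCR gave 1349, with 382 higher. Of the 2050 genes, 17 changed sign with the length trend removed and 0 did with DESeq2, RLE or upper-quartile factors, the other filters, the replicate block or a library left out.

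*Y37A1B.5* stayed higher and past the threshold under each alternative. With the length trend removed, genes that had not passed the threshold changed sign, *mdt-15* to 0.089, *egl-27* to 0.099, *daf-16* to 0.087, *skn-1* to 0.029, *nhr-49* to 0.0885, *tba-1* to 0.0015 and *pmp-3* to 0.044. DESeq2 gave *nhr-49* 0.0091 and upper-quartile factors gave *trxr-1* −0.021. With a library left out, *nhr-49* ranged from −0.044 to 0.0068, *trxr-1* from −0.0059 to 0.038 and *tba-1* from −0.11 to 0.026. The sizes here are log2 fold changes, and none of these genes passed the threshold. Of the 47 named genes other than *Y37A1B.5*, *mdt-15* and *egl-27*, 15 changed in some fit, with 30 losses of a call, 0 gains and 10 changes of sign. A further 14 genes were named after their values were seen, and 10 of them lost a call in some fit, 43 losses in all, with 0 gains and 0 changes of sign.

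For lists, medians of log2 fold changes are given. Under fry and under camera with an estimated correlation the median is that of the fit and only the call is lost, for the sulfur (0.024), glutathione S-transferase (0.18), carbohydrate (0.12), *unc* (−0.20), pan-neuronal (−0.16), intestinal (0.12), molting larva (−0.53) and HIF-1 (0.14) lists. The replicate block lost the calls of the glutathione S-transferase (0.19), carbohydrate (0.12), intestinal (0.11) and HIF-1 lists (0.15) and of *gst-7*, *gsy-1* and *pal-1*, and among the 16 lists, the lists of embryonic genes and the genes named by the rule or after their values were seen it changed no other call. It called 2917 genes, 1999 of them among the 2050. With the length trend removed, the glutathione S-transferase (0.21), *unc* (−0.030), pan-neuronal (−0.056) and HIF-1 lists (0.16) lost theirs, the lipid (0.10) and oocyte lists (0.18) gained one, and the muscle list turned to 0.15 and was called higher. The loss for the *unc* list goes with the length of its transcripts.

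Without a filter on low counts, the lipid (0.036), oocyte (0.10) and NHR-49 lists (−0.099) gained a call, the last ranked higher despite its median. Among the lists of embryonic genes, that of early zygotic genes (−0.18) lost its call there. At least 10 counts in every library lost that of the HIF-1 list (0.14). Upper-quartile factors reversed the medians of the sulfur (−0.0066) and DAF-16 lists (−0.011). The muscle median, near 0, turned positive with RLE factors (0.012), without a filter (0.010) and with DESeq2 (0.024). DESeq2, without a set test, moved the sulfur median to 0.056, the pan-neuronal to −0.13 and the HIF-1 to 0.18, by more than the spread between replicates.

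Fisher's exact test among the differentially expressed genes, which uses fewer genes, gives a log2 odds ratio of higher against lower genes. Like camera, it called the sulfur list (Fisher adjusted p = 0.0251) and the glutathione S-transferases (0.0428) as higher and the *unc* list (0.00625) as lower. It also called lipid metabolism (2.25) and collagen genes (col), the latter as higher (1.51, adjusted p = 0.0428, 0.023 to 0.979 over the alternatives). It did not call carbohydrate metabolism (1.37), pan-neuronal genes (−2.30), intestinal genes (3.21), molting larva genes (−3.22) and the HIF-1 and hydrogen sulfide response genes (2.11). Its sign was opposite to the median for body wall muscle genes (3.21), the collagen genes and NHR-49 target genes (2.11).

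Across the fits that left out a library, medians ranged from 0.021 to 0.088 for sulfur, 0.11 to 0.26 for SKN-1, 0.15 to 0.27 for glutathione S-transferases, −0.0082 to 0.049 for lipid, 0.091 to 0.15 for carbohydrate, −0.19 to −0.13 for pan-neuronal, −0.027 to 0.078 for muscle, 0.061 to 0.20 for intestinal, 0.036 to 0.17 for oocyte, −0.18 to 0.47 for sperm, −0.59 to −0.13 for collagen, 0.054 to 0.21 for HIF-1, −0.020 to 0.048 for DAF-16 and −0.30 to 0.049 for NHR-49 genes. The sulfur, *unc*, molting larva and SKN-1 lists lost no call, gained none and kept their sign in these fits, while each of the others lost a call, gained one or changed sign in at least 1. With 9 sperm genes past the filter, that list says little.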

Differences from the paper's values

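None of the tests of this part was chosen after its result was seen, except where a sentence says so. No value compared with the paper differed by more than 1.5 times or by more than its error. The knockdown of *Y37A1B.5* that the paper reports from qRT-PCR was not among these values. The RNA-Seq level of the gene in the labelled libraries was instead 360% of the control. That level cannot measure the knockdown, because the counts do not separate the worms' mRNA from the construct. The count of differentially expressed genes was 2050 with edgeR, and DESeq2's Wald test, the paper's own method, gave 2468 against the paper's 2474. Among the alternatives set before the data were examined, those without control replicate 1, without control replicate 2, without labelled replicate 1 and without labelled replicate 2 differed from the paper's count by more than 1.5 times. So did the scaling to *cdc-42*, *tba-1* and *pmp-3*, set for single genes, with 1349 genes. With a prior on the fold change, an alternative chosen after seeing the values, DESeq2 gave shrunken log2 fold changes that differed from the paper's by at most 0.0039 over the 1999 genes of Supplemental Table 1 used here. For *mdt-15*, 88.0% of the control stands beside about 90% in Fig. 8C, read by eye.

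The paper states that its differentially expressed genes are regulated consistently over all replicates. Of the 2468 genes under DESeq2, the groups did not overlap for 2399 (97.2%). As these genes were selected for a difference between the same groups, this share is no independent test of consistency. The paper places lipid metabolic process at the top of the higher GO terms in Fig. 6B, while the lipid list tested here did not pass the threshold (camera adjusted p = 0.0744, limma). Settings that called it were Fisher's exact test among the differentially expressed genes (adjusted p = 0.0251), no filter on low counts (0.0243), the fit without control replicate 2 (0.0186) and, chosen after seeing the values, the removal of the length trend (0.036), in a range of 0.0186 to 0.519 over its alternatives. The list is not the GO term.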

Other observations

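In this part, the tests on fewer embryos, on fewer oocytes and on transcript length for the molting larva and embryonic lists were chosen only after the result was seen. Throughout, directions are those of the libraries labelled Y37A1B.5 RNAi, and the count of *Y37A1B.5* goes against that label.

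Genes of molting larvae had the lowest median of the 16 lists. The 18 genes had a median log2 fold change of −0.53 (camera adjusted p = 8.39e-09, limma), all lay below 0, 8 were called lower, and 10 when adjusted over the list alone. The median was −0.86, −0.63 and −0.27 in labelled replicates 1 to 3 and −0.80 without labelled replicate 3. *noah-2* (−0.99), *noah-1* (−1.11) and *fbn-1* had the smallest adjusted p among them. Such genes are also used by embryos that form their first cuticle, so lists of embryonic genes were written after this was seen. Their p values were adjusted over these 4 lists alone and cannot be set beside those adjusted over 16. Over the 16 lists, an estimated-correlation p of 0.0229 for the sulfur list became 0.366. The 9 proneural genes had a median of −0.54 and all lay below 0 (camera adjusted p = 1.11e-06, fry adjusted p = 0.00154, with estimated correlation 0.0448, limma). For 13 embryonic epidermis genes the median was −0.46 and all lay below 0 (camera adjusted p = 2.34e-08, fry adjusted p = 0.00154, with estimated correlation 0.0448). Early zygotic genes (13, median −0.24) had camera, fry and estimated-correlation adjusted p of 0.00649, 0.0056 and 0.136, and 9 embryonic mesoderm and pharynx genes (median −0.31) had 0.165, 0.00498 and 0.222. In these last lists 11 and 7 members were lower. The early zygotic list lost its camera call without a filter on low counts (median −0.18, adjusted p = 0.0627, limma). The lists share 0, 0, 0 and 1 gene with the 16 lists set earlier. Among their abundant members, the level fell from 398 to 204 CPM for *sma-1*, from 102 to 62.1 CPM for *ztf-11* and from 67.3 to 42.5 CPM for *ceh-43*, but from 141 to only 124 CPM for *lin-26*. How many of these genes adult tissue also expresses was not analysed here.

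A candidate explanation is that the labelled libraries held fewer developing embryos. It predicts that the proneural, epidermis and mesoderm lists are all lower, each further than the pan-neuronal genes of mature neurons (−0.16), and the highest of the 3 medians was −0.31. The mesoderm list is weaker evidence, as camera did not call it, its median was −0.19 without control replicate 1 and −0.16 without labelled replicate 1, and *pal-1* was called higher, a call it lost with the replicate block. In labelled replicates 1 to 3 its medians were −0.197, −0.181 and −0.244, against −0.160, −0.176 and −0.211 for the pan-neuronal genes. For the mesoderm list the predicted gap is thus small in each of these libraries. Fewer oocytes would lower the 20 oocyte and eggshell genes, whose median was 0.088 (camera adjusted p = 0.0888, limma, 17 of 20 higher, 0 called and 0 at an unadjusted p under 0.05), which argues against that as the cause. The labelled replicates 1 to 3 gave 0.16, 0.15 and −0.11 for that list, and without labelled replicate 3 it was called higher (0.17, camera adjusted p = 3.44e-06, the lowest of a range up to 0.743 over its alternatives), while it was 0.036 without control replicate 2 or labelled replicate 2. More larval progeny in the control could lower the same genes. The molting larva median of −0.53 goes with it, but larvae and late embryos cannot be told apart here, since they share these genes. A trend with transcript length was tested as well, and with it removed and the replicate block in the fit the highest of the molting larva, proneural and epidermis medians was −0.36, so length is not the whole cause for these lists. In the same fit the mesoderm median was −0.24 (camera adjusted p = 0.129, limma) and the early zygotic median −0.18 (camera adjusted p = 0.00201). The paper reports no impairment of fecundity (Fig. 5B), and whether embryos stayed longer or shorter in the worms was not analysed here. A direct effect of the RNAi on genes of development, with the same number of embryos, stays open and untested.

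The *unc* list behaved otherwise. A smaller share of neurons and muscle in the worms would lower the pan-neuronal and muscle genes alike. The pan-neuronal median was −0.16. The 20 body wall muscle genes, 11 of them *unc* genes as well, had a median of −0.00655 (camera adjusted p = 0.485, limma, 0.03 to 0.914 over its alternatives), but they moved both ways, with *unc-27* (0.53) and *pat-10* (0.54) called higher and 0 called lower (5 and 4 at an unadjusted p under 0.05), so this median decides nothing. It ranged from −0.027 without control replicate 1 to 0.078 without control replicate 3. With the length trend removed the muscle median was 0.15 (camera adjusted p = 0.03, limma) and the pan-neuronal −0.056, which argues against less muscle only if that trend is technical. A smaller share of neurons alone was not tested by muscle genes and stays open. With the length trend removed and the replicate block in the fit, the *unc* median was −0.0314 (camera adjusted p = 0.133, limma), which is consistent with a trend on transcript length as its source. The trend cannot be assigned to library preparation, as genes that truly changed may be long. From the 10% of genes with the shortest to the 10% with the longest transcripts, log2 CPM relative to the mean of the 6 libraries changed by 0.159, 0.179 and 0.185 in control replicates 1 to 3 and by 0.0171, −0.0525 and −0.485 in labelled replicates 1 to 3. Because the values are relative, a rise in some libraries in part mirrors the fall in others. Without labelled replicate 3, which carries the strongest trend, the *unc* median was still −0.19 (camera adjusted p = 3.44e-06, limma, 2.21e-08 to 0.42 over the alternatives).

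The number of differentially expressed genes was set against the 10 splits of the 6 libraries into 3 and 3. Only 1 of the 10 splits, the real one, gave as many, and the other 9 gave 0, with 129 to 650 genes at an unadjusted p under 0.05 against 4966 in the real split. Among the 4 splits that part every pair of same-numbered libraries, the other 3 gave 432, 129 and 145 genes at that level. With 10 splits a share under 0.1 cannot be reached. Library size was tested by thinning each library to 34403223 counts, which left 2713 genes with the replicate block in the fit, against 2917 before. Leaving out the 20 most abundant genes, which hold 17.7% of the counts, gave 3093 with the block. Neither moved the count by more than 1.5 times, so neither explains it.

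Further lists are given as values. The 18 intestinal genes had a median log2 fold change of 0.12 (camera adjusted p = 0.0321, limma), with *lys-1* (0.76) and *ftn-1* (0.77) called higher and medians of 0.20, 0.22 and −0.25 in labelled replicates 1 to 3. With the replicate block it was not called (camera adjusted p = 0.0682), nor without control replicate 3 (0.151), labelled replicate 1 (0.0796) or labelled replicate 2 (0.178), in a range of 5.45e-08 to 0.524 over its alternatives. The 11 HIF-1 and hydrogen sulfide response genes, 5 of them also in the sulfur list, had a median of 0.14 (camera adjusted p = 0.0492, limma), with *rhy-1* (0.80) higher and *fmo-2* (−1.19, named after its value was seen, not called without control replicate 1 or 2 or labelled replicate 1) lower, and were not called with the replicate block (camera adjusted p = 0.29) or without control replicate 1 (0.0529) or 3 (0.223) or labelled replicate 1 (0.0796) or 2 (0.139), in a range of 0.00414 to 0.42. Without control replicate 1 the median was 0.054. The 120 collagen genes had a median of −0.39 (camera adjusted p = 0.899, limma). Of these, 14 were called higher and 9 lower, but 17 were higher and 36 lower at an unadjusted p under 0.05. Those called higher include *col-143* (1.05), *col-122* (0.98) and *col-184* (0.80). The median was −0.13 without control replicate 2 and −0.21 without labelled replicate 1. Without control replicate 1 it was −0.59, and the list was called lower (camera adjusted p = 0.023, the lowest of a range up to 0.979). Fisher's exact test among the differentially expressed genes instead called it higher (log2 odds ratio 1.51, adjusted p = 0.0428). Reads shared between near-identical collagen genes were not counted. The 9 sperm genes had a median of 0.088 (camera adjusted p = 0.594, limma), with 0 called and 1 at an unadjusted p under 0.05, and it was −0.18 without labelled replicate 2 and 0.47 without labelled replicate 1.

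The paper tests DAF-16, SKN-1 and NHR-49 in lifespan experiments, whose worms were not sequenced here. In the RNA-Seq libraries of wild-type worms, the medians were 0.020 for 16 DAF-16 targets (camera adjusted p = 0.375, limma), 0.18 for 10 SKN-1 targets (camera adjusted p = 0.375), of which 5 are glutathione S-transferases, and −0.11 for 9 NHR-49 targets, of which 7 are in the lipid list. Camera ranked the last list higher despite its median (adjusted p = 0.0948, limma, 0.0227 to 0.649 over its alternatives), and called it without control replicate 1 (median −0.062) or 2 (0.049), while the median was −0.30 without control replicate 3. The SKN-1 median was 0.11 without labelled replicate 2. The DAF-16 median was −0.020 without labelled replicate 3, 0.048 without control replicate 3 and −0.011 with upper-quartile factors. *dod-3* (0.99) rose among the first. Among the second, *dhs-8* fell by 0.85 and *gst-7* (0.25) rose. Among the last, *cpt-5*, *fat-5* and *fat-7* (0.54) rose and *fmo-2* (−1.19) was lower. The genes *daf-16* (−0.15), *skn-1* (−0.15), *nhr-49* (−0.023) and *trxr-1* (0.010) did not pass the threshold, nor did the reference genes *cdc-42* (0.10), *tba-1* (−0.045) and *pmp-3* (−0.12).

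Fig. 8C gives *egl-27* from qRT-PCR. In the RNA-Seq libraries *egl-27* (WBGene00001194, chromosome II, 6835008 to 6847908) had 256 ± 9.26 CPM (SD, n = 3) in the control and 230.0 ± 37.0 CPM (SD, n = 3) in the labelled libraries, 89.7% of the control, a log2 fold change of −0.16 (standard error 0.11, edgeR adjusted p = 0.345, 0.204 to 0.744 over the alternatives). The groups overlapped (exact permutation test, two-sided, p = 0.3), and without labelled replicate 3 the log2 fold change was −0.024.

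*cth-1* and *argk-1*, both among the largest increases, lie 1143 bp apart on the same strand, with 1 annotated gene starting between them. No explanation was tested for their common rise.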
